# Alkali injury–induced pathological lymphangiogenesis in the iris facilitates the infiltration of T cells and ocular inflammation

**DOI:** 10.1172/jci.insight.175479

**Published:** 2024-04-08

**Authors:** Zheng Liu, Keli Liu, Shunhua Shi, Xun Chen, Xinyu Gu, Weifa Wang, Keli Mao, Rukeye Yibulayi, Wanwen Wu, Lei Zeng, Weibin Zhou, Xiaofeng Lin, Feng Zhang, Bingsheng Lou

**Keywords:** Immunology, Ophthalmology, Lymph, Retinopathy, T cells

## Abstract

Inflammatory lymphangiogenesis is intimately linked to immune regulation and tissue homeostasis. However, current evidence has suggested that classic lymphatic vessels are physiologically absent in intraocular structures. Here, we show that neolymphatic vessels were induced in the iris after corneal alkali injury (CAI) in a VEGFR3-dependent manner. *Cre-loxP*–based lineage tracing revealed that these lymphatic endothelial cells (LECs) originate from existing Prox1^+^ lymphatic vessels. Notably, the ablation of iridial lymphangiogenesis via conditional deletion of *VEGFR3* alleviated the ocular inflammatory response and pathological T cell infiltration. Our findings demonstrate that iridial neolymphatics actively participate in pathological immune responses following injury and suggest intraocular lymphangiogenesis as a valuable therapeutic target for the treatment of ocular inflammation.

## Abstract 2

Iridial neo-lymphatics actively participate in pathological immune responses following injury, supporting intraocular lymphangiogenesis as a potential therapeutic target for the treatment of ocular inflammation.

## Introduction

The lymphatic vasculature is a unidirectional conduit system developed in most organs and tissues that is crucial for fluid hemostasis, immune defense, and intestinal lipid absorption (1). Under pathological circumstances, inflammatory cues or tumors can trigger the growth or expansion of regional lymphatic vessels within adult tissues in a process called pathological lymphangiogenesis, which is considered a viable therapeutic target for inflammatory disease (2–7).

Upon initiation of inflammation, inflammatory cytokines such as TNF and IL-1 are released to recruit and activate immune cells, which further produce a class of chemokines/cytokines to induce lymphangiogenesis in inflamed peripheral tissue (8–10). It has been recognized that macrophages are the most critical immune cells in driving this process, and they act via secretion of lymphangiogenic VEGFC, VEGFD, and VEGFA to induce local sprouting and remodeling of preexisting lymphatic endothelial cells (LECs), primarily through the engagement of the VEGFC/VEGFR3 signaling pathway (10–13). Interestingly, some CD11b^+^ macrophages express VEGFR3 and have been reported to transdifferentiate into LECs under inflammatory conditions (14–16), although more mechanistic insights into the cellular origin of inflammation-associated lymphangiogenesis are needed.

During acute inflammation, the lymphatic network undergoes expansion to fulfill the increased demand for fluid and antigen clearance and leukocyte trafficking; it then regresses following the resolution of inflammation (17). Recent studies have shown that improvement of cardiac lymphatic growth and function could promote myocardial infarction recovery and delay atherosclerotic plaque formation (18–20). Likewise, meningeal lymphatics and the glymphatic system can be exploited to facilitate the removal of β-amyloid or other toxic remnants in neurodegenerative diseases (21, 22). However, the ablation of meningeal lymphatics can relieve the pathology of experimental autoimmune encephalomyelitis, which is used as a model to mimic autoreactive T cell attack in multiple sclerosis (5, 23). Accumulating evidence also suggests that lymphangiogenesis promotes antigen presentation to the recipient’s lymph node and provokes adverse immune responses in graft rejection (24–26). In allergic diseases, the detrimental effect of lymphangiogenesis has also been recognized (27, 28). Lymphangiogenesis has context-dependent roles in the resolution of chronic inflammation.

The eye is one of a few organs in the body with immune privilege, and intraocular tissues, including the retina, choroid, lens, ciliary body, and iris, are considered to be physiologically devoid of classic lymphatic vessels (29–32). To maintain ocular immune privilege, endogenous inhibitors such as vasoactive intestinal peptide and α-melanocyte–stimulating hormone are secreted in the aqueous humor and inhibit lymphangiogenesis (33). Likewise, the cornea is also well recognized as a lymphatic-free tissue due to the presence of endogenously antilymphangiogenic factors such as TSP-1 and ectopic VEGFR3 decoy in its local microenvironment (34). However, the alymphatic nature of the cornea can be disrupted by severe injury or infection (14, 35). For example, corneal alkali injury (CAI) can effectively trigger corneal lymphangiogenesis (35, 36). Alkali burns immediately cause damage, cause loss of corneal and limbal epithelial and stromal cells, and result in immune cell activation and the production of proinflammatory cytokines that act to induce neolymphatic outgrowth into the cornea from the existing lymphatic plexus in the limbus (37, 38). Penetration of alkali also promptly elevates the pH in the aqueous chamber and damages the adjacent iridial tissue, leading to severe intraocular inflammation and complications (36, 39–41). This is often associated with evident angiogenesis in the iris (36, 39), but whether lymphangiogenesis occurs in the injured iris or other intraocular tissues remains to be determined.

Here, we show that CAI also triggers lymphangiogenesis in the iris that is free of lymphatic coverage under healthy conditions. *Cre-loxP*–based EC and LEC lineage tracing revealed that CAI-induced iridial neolymphatics originated from existing lymphatics. Via VEGFC/VEGFR3 loss-of-function and gain-of-function approaches, we found that iridial lymphangiogenesis led to exacerbated regional inflammation and retinal injury, indicating that it intimately regulates intraocular inflammation. Our results reveal the presence of intraocular neolymphatics in ocular inflammation.

## Results

### Lymphangiogenesis in the iris after CAI.

Using the well-established CAI mouse model, we determined that injury can disrupt the alymphatic nature of the iris. Sparse LYVE1^+^ neolymphatics were initially detected in the iris whole mounts starting at day 16 after CAI (Figure 1, A and B). From days 21 through 28, the injured iris had marked expansion of neolymphatics (Figure 1, B and C). This was accompanied by drastic vascular remodeling characterized by significant neovascularization and collagen deposition in the anterior segment (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.175479DS1). In comparison, corneal lymphangiogenesis occurred much earlier than iridial lymphangiogenesis, as more pronounced LYVE1^+^ lymphatic sprouts outside of the limbal vascular plexus were readily observed in corneal whole mounts from days 14 through 28 following CAI (Figure 1, A–C). By contrast, the sham control iris and cornea remained alymphatic (Figure 1, B and C). These iridial neolymphatics were morphologically different from corneal lymphatics, characterized by more branches and narrower vessel diameters (Supplemental Figure 1, C and D). No significant differences between male and female mice were observed in CAI-induced iridial and corneal lymphangiogenesis (vessel coverage, width and branches; Supplemental Figure 1E).

Next, we characterized the cellular features of the iridial neolymphatics conventional LEC and EC markers. Expression of Prox1 and VEGFR3, master lymphatic regulators essential in LEC specification and proliferation (42, 43), was observed in line with LYVE1^+^ staining in the neolymphatics on day 28 after CAI (Figure 1, D and E), confirming their lymphatic features. Moreover, the panendothelial markers VE-cadherin and CD31 were expressed in these LYVE1^+^ lymphatic vessels and the surrounding blood vessels (Figure 1, D and E). Notably, VE-cadherin staining also revealed that, on day 28 after CAI, LECs in the terminal segment of iridial neolymphatic vessels were adjoined by both button and zipper-like junctions, whereas the following lymphatic plexus contained primarily zipper-like junctions (Figure 1E), indicating that the neolymphatics were functional (44). Collectively, these data suggest that CAI induces iridial lymphangiogenesis.

### CAI-induced iridial neolymphatics originate from existing lymphatic vessels.

Previous lineage-tracing studies suggested that neolymphatics can be derived from existing lymphatic vascular trees (45) or transdifferentiated from other cells of venous (46, 47) or nonvenous (14, 48) origins. To determine the origin of CAI-induced iridial neolymphatics, we performed genetic cell fate tracking experiments using *CAG-tdTomato* reporter mice (49) that were intercrossed with various tamoxifen-inducible (TAM-inducible) *Cre* lines (Figure 2A). TAM was administered to the respective reporter mice at week 4, and immunofluorescence studies of the limbal vascular plexus from mice at week 6 revealed that nearly all existing LECs counterstained by Prox1 were genetically labeled by *tdTomato* driven by *Prox1-CreER^T2^* (50) or *CDH5-CreER^T2^* (51), despite varying tdTomato expression intensities in LECs versus blood ECs (Supplemental Figure 2, A–C). These results validated the high efficiency and specificity of genetic labeling of existing LECs using the *Prox1-CreER^T2^*;*CAG-tdTomato* or *CDH5-CreER^T2^;CAG-tdTomato* approach. In contrast, tdTomato fluorescence was completely absent in Prox1^+^ limbal LECs in *PDGFRB-CreER^T2^;CAG-tdTomato*; (52) or *CX3CR1-CreER^T2^*;*CAG-tdTomato* (53) reporter mice. We then subjected these reporter mice to the CAI or sham treatment at week 6 and probed tdTomato expression in the iris at week 10 (Figure 2A). Our data show that LYVE1^+^ neolymphatics in the injured iris were predominantly labeled by Prox1-tdTomato and CDH5-tdTomato (Figure 2, B–E), suggesting that iridial neolymphatics were primarily derived from existing CDH5^+^Prox1^+^ LECs. To investigate the cell origin of CAI-induced iridial neolymphatics more rigorously, we also analyzed *PDGFRB-CreER^T2^*;*CAG-tdTomato* and *CX3CR1-CreER^T2^;CAG-tdTomato* mice (Supplemental Figure 2, D and E). However, we did not observe that PDGFRβ-tdTomato or CX3CR1-tdTomato fluorescence colocalized with the counterstained Prox1 (Figure 2, F and G), indicating that CAI-induced iridial neolymphatics were unlikely to be a result of de novo lymphangiogenesis via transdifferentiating of mural cells (48) or macrophages (14, 15). Since immunostaining of the sagittal cryosections from the injured anterior chamber failed to identify any physical connections of the iridial lymphatics with the cornea (Figure 2H) and the iris directly connects with the limbus that possesses lymphatic vasculature, we concluded that CAI-induced iridial neolymphatics originated from existing lymphatics in, presumably, the limbus (Figure 2I).

### CAI-induced iridial lymphangiogenesis is mediated by VEGFC/VEGFR3 signaling.

We next investigated the involvement of the VEGFC/VEGFR3 pathway, the primary lymphangiogenic signaling pathway (17), in iridial lymphangiogenesis following CAI. We previously established inducible LEC-specific deletion of *VEGFR3* using the *VEGFR3^fl/fl^;Prox1-CreER^T2^* (referred to as *VEGFR3^iLECko^*) mouse line (27). Since iridial lymphatics were initially detected at approximately day 16 after CAI, we chose to induce *VEGFR3* deletion on days 13–17 via daily i.p. injections of TAM (Figure 3A). Whole-mount immunostaining of the iris using LYVE1 and CD31 antibodies revealed that CAI-induced iridial lymphangiogenesis was specifically blocked in *VEGFR3^iLECko^* mice, while neovascularization in the iris remained unaltered upon LEC-specific deletion of *VEGFR3* (Figure 3, B and C). Similarly, *VEGFR3* ablation resulted in largely inhibited corneal lymphangiogenesis following CAI (Supplemental Figure 3, A and B). Iridial and corneal lymphangiogenesis were inhibited in male and female *VEGFR3^iLECko^* mice to similar extents, reinforcing the notion that sex does not influence injury-induced ocular lymphangiogenesis (Supplemental Figure 3C).

In a complementary approach, we employed recombinant VEGFC-Cys156Ser (VEGFC-156S), which exclusively binds to VEGFR3 and selectively induces lymphangiogenesis without an apparent effect on angiogenesis (54). Interestingly, we found that intracameral injections of PBS alone led to significantly reduced CAI-induced iridial lymphangiogenesis compared with the noninjection controls (Figure 3, D–F). Nevertheless, 3 intracameral injections of 150 ng VEGFC-156S between days 16 and 18 after CAI significantly promoted the formation of iridial neolymphatics, as suggested by the increased coverage, branches, and terminal endpoints of neolymphatic vessels compared with the PBS injection group (Figure 3, D–F). Taken together, these results demonstrate the requirement of VEGFC/VEGFR3 signal for CAI-induced iridial lymphangiogenesis.

### Involvement of iridial neolymphatics in ocular inflammation following CAI.

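Iris RNA was sequenced in 9 libraries, 3 for each of 3 groups, and each library pooled 3 irises. In the injured groups, filter paper holding 0.5 μL of 1 M sodium hydroxide lay on the cornea for 60 seconds at 6 weeks of age. The Sham group received PBS. Tamoxifen was given at 80 mg/kg from day 13 to day 17 to *VEGFR3 iLECko* mice, which carried floxed *VEGFR3* and tamoxifen-inducible Cre under *Prox1*, and to *VEGFR3 fl/fl* littermates. Irises were collected at 10 weeks, 28 days after injury. The authors aligned single-end reads of 50 bases with HISAT2 and Bowtie2 and deposited estimated counts per gene, listed by symbol and NCBI Gene ID, without normalization. Genome build and annotation are not named in the paper's text, so no gene positions are given. Total counts per library ranged from 16617187 to 16838904 in the Sham group (median 16703889), from 17538981 to 18306359 in the injured *VEGFR3 fl/fl* group (median 18003604) and from 17561521 to 17591702 in the injured *VEGFR3 iLECko* group (median 17562911). The genotype tags of replicates 2 and 3 of the injured *VEGFR3 iLECko* group named another VEGFR number, whereas their titles, their descriptions and the paper gave VEGFR3, which was used here. Counts were rounded to whole numbers and normalized by edgeR's TMM method. edgeR's filterByExpr kept 15010 of the 18349 genes listed. All 9 libraries were fitted together by edgeR's quasi-likelihood method, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A DEG had a change of more than 1.5-fold and an adjusted p under 0.05. Normalized expression is given as CPM on the TMM scale, and log2 fold changes compare group means. Exact permutation tests were two-sided, and with 3 libraries against 3 their smallest possible p is 0.1. Changes of gene lists and of Reactome sets were tested with limma's camera at a preset correlation of 0.01, adjusted by the Benjamini-Hochberg method over the lists, or over the sets, of one comparison. A fold change against a group in which no library had more than 3 counts is given as a bound computed from 3 counts, and such limits cover counting error only.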

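*Flt4* (NCBI Gene ID 14257), the mouse gene for VEGFR3, had 282, 237 and 265 counts in Sham replicates 1 to 3, 277, 353 and 400 in the injured *VEGFR3 fl/fl* libraries and 478, 370 and 476 in the libraries labelled *VEGFR3 iLECko*. Its mean was 14.6 ± 1.14 CPM (SD, n = 3) in Sham, 20.1 ± 3.11 CPM (SD, n = 3) in injured *VEGFR3 fl/fl* and 25.4 ± 3.88 CPM (SD, n = 3) in injured *VEGFR3 iLECko* irises. After injury its log2 fold change was 0.46 (standard error 0.15, adjusted p = 0.0234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This adjusted p rose to 0.0777 without Sham replicate 2, 0.0552 without Sham replicate 3, 0.0555 without injured replicate 2 and 0.0806 without injured replicate 3, in a range of 0.00687 to 1.00 over all alternatives. With scaling by library size alone the log2 fold change was 0.29 (adjusted p = 0.140), and with GC content offsets, chosen after the data were seen, it was 0.36 (adjusted p = 0.0687). In the libraries labelled *VEGFR3 iLECko*, *Flt4* was not lower than in injured *VEGFR3 fl/fl* libraries. Its log2 fold change there was 0.33 (standard error 0.15, adjusted p = 0.20 by the same edgeR test), and between 0.22 and 0.46 with each library left out in turn. The groups overlapped (exact permutation test, p = 0.2). RNA of whole irises does not separate lymphatic endothelium from other cells, and the group is named by its label here. *Prox1* (NCBI Gene ID 19130), the gene whose promoter drove Cre, had 74, 51 and 10 counts in injured *VEGFR3 fl/fl* and 16, 20 and 21 in injured *VEGFR3 iLECko* libraries, a log2 fold change of -1.29 (standard error 0.66, adjusted p = 0.256 by the same edgeR test). It was -0.24 with the level of Y-linked genes as a covariate, an alternative chosen after the data were seen. With injured *VEGFR3 fl/fl* replicate 1 left out it was -0.70 (adjusted p = 0.629, in a range of 0.0736 to 1.00 over the edgeR and DESeq2 alternatives). After injury *Prox1* changed by a log2 fold change of 0.54 (adjusted p = 0.490 by edgeR), which was -0.054 without injured replicate 1, 1.02 without injured replicate 3, 1.11 without Sham replicate 1 and 0.23 without Sham replicate 2. *Cdh5* (NCBI Gene ID 12562), expressed in blood and lymphatic endothelium, rose after injury by a log2 fold change of 2.08 (adjusted p = 7.31e-06 by edgeR) and differed by 0.070 (adjusted p = 0.810 by edgeR) between the injured groups. The latter was -0.11 without injured *VEGFR3 fl/fl* replicate 1, 0.16 without replicate 2 and 0.17 without replicate 3, and 0.14 and 0.016 without replicates 1 and 3 labelled *VEGFR3 iLECko*.

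**Figure D1:**
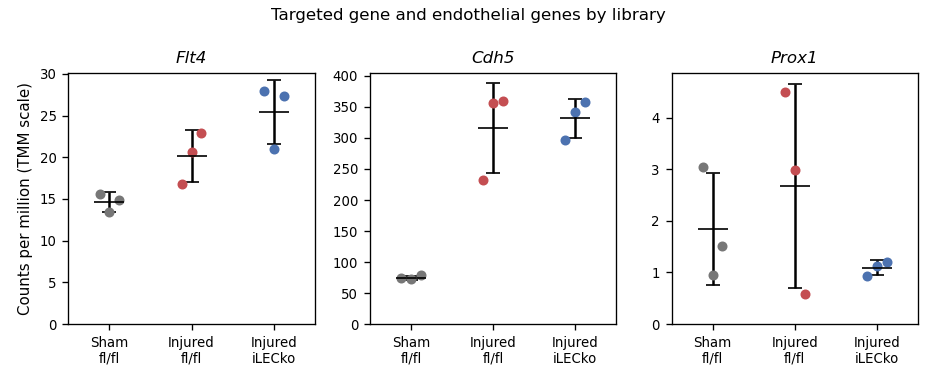
CPM of *Flt4*, *Cdh5* and *Prox1* in each of the 9 libraries (points), with the mean and SD of each group of 3. *Flt4* averaged 20.1 CPM in injured *VEGFR3 fl/fl* and 25.4 CPM in injured *VEGFR3 iLECko* libraries.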

To evaluate the pathological effect of iridial neolymphatics on ocular inflammation, we performed RNA-Seq analysis using the iris tissues from PBS-treated Sham *VEGFR3^fl/fl^* mice, CAI-treated injured *VEGFR3^fl/fl^* mice, and CAI-treated injured *VEGFR3^iLECko^* mice. Differentially expressed gene (DEG) (>1.5-fold change, adjusted P value (*P*_adj_ < 0.05) analysis of the RNA-Seq data revealed a total of 2,896 upregulated and 2,332 downregulated genes in the injured *VEGFR3^fl/fl^* versus Sham *VEGFR3^fl/fl^* iris tissues (Figure 4A). 

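From the deposited counts, 3323 genes were upregulated and 2630 downregulated DEGs between injured *VEGFR3 fl/fl* and Sham *VEGFR3 fl/fl* irises, out of 15010 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved these counts most was leaving out the fold change threshold, which gave 4731 upregulated and 4269 downregulated genes. With each library left out in turn, there were 3149 to 3352 upregulated and 2448 to 2672 downregulated DEGs. Of the upregulated DEGs, 3250 were higher in every injured than in every Sham library, and 2604 of the downregulated DEGs were lower in every injured library. Over all genes tested, 66.3% showed such a separation, against 10% by chance. With scaling by library size alone in place of TMM, the median log2 fold change of all genes shifted to -0.16, and the upregulated share of DEGs fell from 55.8% to 44.1%. The 5 upregulated DEGs with the largest changes had at most 3 counts in any Sham library. *Akr1c18* (NCBI Gene ID 105349) was at least 444-fold higher after injury, or at least 147-fold without injured replicate 3. It is uncertain, because its reads are shared with near-identical members of its family. *Rxfp1* (NCBI Gene ID 381489) was at least 208-fold higher. For *Ibsp*, injured replicates 1 to 3 had 3, 13 and 1455 counts, so that its bound of 167-fold became 2.80-fold without injured replicate 3. The adjusted p of *Ibsp* by edgeR was 0.0480. It was 0.234 without injured replicate 3 and 0.0586 to 0.0966 without any one Sham library or without replicate 2 or 3 labelled *VEGFR3 iLECko*, in a range of 0.0249 to 0.234 over all alternatives. *Gzme* (NCBI Gene ID 14942), also uncertain because of near-identical copies, was at least 88.2-fold higher, or at least 51.0-fold without injured replicate 3. *Marco* (NCBI Gene ID 17167), a macrophage receptor, was at least 63.6-fold higher. Among the downregulated DEGs with the largest changes, *Mybpc1* (NCBI Gene ID 109272) was at least 250.0-fold lower, *Ckm* (NCBI Gene ID 12715) at least 80.7-fold lower and *Dbpht2* (NCBI Gene ID 386753) at least 30.4-fold lower. *Dmgdh* (NCBI Gene ID 74129) had a log2 fold change of -5.99 (standard error 0.48, adjusted p = 7.72e-06 by edgeR) and *Car3* (NCBI Gene ID 12350) of -5.95 (standard error 0.50, adjusted p = 1.05e-05 by edgeR).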

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis and gene set enrichment analysis (GSEA) revealed that these upregulated DEGs were linked to the activation of pathways responsible for acute inflammatory and immune responses, such as cytokine receptor interactions and the NF-κB signaling pathway, confirming the drastic damage to intraocular tissues following CAI (Figure 4B and Supplemental Figure 4A). 

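Gene lists for cell types and pathways were written before the data were examined, and 34 of them had at least 4 tested genes. Between injured and Sham *VEGFR3 fl/fl* irises, 18 of the 34 lists were higher and 3 lower at an adjusted p under 0.05 by camera. The alternative that moved this count most was camera with an estimated correlation, under which 9 of these 21 calls held. They were blood endothelium, macrophages, phagocytosis, macrophage and DC migration, T cells, T cell migration, Th1, proinflammatory cytokines and collagen biosynthesis. Under fry all 21 held. The list of NF-κB response genes had a median log2 fold change of 1.54 (camera adjusted p = 3.03e-09). In it, 15 of 16 genes were higher after injury and 14 were upregulated DEGs, also when adjusted over the list alone. Acute-phase genes rose by a median of 4.99 on the log2 scale, or 3.88 with genes absent from Sham libraries at their bound (camera adjusted p = 0.00312). All 11 genes of that list were higher and 10 were upregulated DEGs, as when adjusted over the list alone. Of 24 Reactome sets of immune and matrix pathways, 22 were higher after injury by camera and 0 lower. Of all sets, 22 had an unadjusted p under 0.05. Of these calls, 22 held under fry, 16 with an estimated correlation and 20 under fgsea. The set for cytokine signaling had a median log2 fold change of 0.62 over 207 genes, 149 of which were higher (camera adjusted p = 2.77e-10). Chemokine receptors and their ligands rose by a median of 3.24, with 38 of 45 genes higher (camera adjusted p = 5.65e-07). The remaining sets, which did not pass, were TRAF6-mediated NF-κB activation (median 0.35, camera adjusted p = 0.136) and interleukin-1 signaling (median 0.054, camera adjusted p = 0.144). Both passed under fry (adjusted p = 1.16e-05 and 3.97e-05) and the latter also under fgsea (adjusted p = 0.00391), whereas with an estimated correlation neither did (adjusted p = 0.162 and 0.244).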

Consistent with this, massive accumulation of F4/80^+^ macrophages was observed within the interstitial space and around neolymphatics in the injured iris (Figure 4, C–E). These macrophages had both CX3CR1^hi^ and CX3CR1^lo^ populations (Figure 4, C and E), indicating the accumulation of both residential and infiltrating macrophages (55) in the injured iris. The vast majority of these macrophages are CD206^+^ cells (Figure 4, C and D), implying a M2 polarized phenotype (56).

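Between injured *VEGFR3 fl/fl* irises and the libraries labelled injured *VEGFR3 iLECko*, 86 genes were upregulated and 70 downregulated DEGs among the 15010 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest adjusted p was 0.00861. An adjusted p under 0.05 was reached by 234 genes, and an unadjusted p under 0.05 by 3674. In each DEG the injured groups did not overlap, and over all genes tested this held for 26.6%, against 10% by chance. Without adjustment of p, the alternative that moved the counts most in number, there were 565 and 493. An edgeR fit of only the 6 libraries compared gave 0 upregulated and 0 downregulated DEGs, with an unadjusted p under 0.05 and the same fold change in 497 and 400 genes. With DESeq2's Wald test on the 9 libraries there were 344 and 282. With the level of Y-linked genes, which differed between the libraries, as a covariate, an alternative chosen after the data were seen, there were 0 and 0 DEGs, with 372 and 325 at an unadjusted p under 0.05. Y-linked genes summed to at most 1.09 CPM in the libraries labelled *VEGFR3 iLECko* and in injured *VEGFR3 fl/fl* replicate 3. In injured *VEGFR3 fl/fl* replicates 1 and 2 they summed to 151 and 136 CPM. The sex of the pools may thus overlap with the groups compared. Single libraries moved the counts as well. Without replicate 2 labelled *VEGFR3 iLECko* there were 0 upregulated and 0 downregulated DEGs, with 502 and 412 at an unadjusted p under 0.05. Without replicate 1 labelled *VEGFR3 iLECko* there were 3 and 6, and without its replicate 3 there were 46 and 17. Leaving out Sham replicates 1, 2 and 3 gave 10 and 16, 38 and 38, and 3 and 8. Without injured *VEGFR3 fl/fl* replicate 2 there were 149 downregulated DEGs, and without its replicate 3 there were 174 upregulated and 107 downregulated DEGs. The upregulated DEGs with the largest log2 fold changes were *Csf3* (NCBI Gene ID 12985) at 4.12 (adjusted p = 0.0417), *Il6*, *Csmd3* (NCBI Gene ID 239420) at 2.13 (adjusted p = 0.0278), *Lpo* (NCBI Gene ID 76113) at 1.72 (adjusted p = 0.0417) and *Ajap1* (NCBI Gene ID 230959) at 1.62 (adjusted p = 0.0399), by the edgeR test. *Csf3* had 24, 6 and 3 counts in injured *VEGFR3 fl/fl* and 127, 102 and 370 counts in injured *VEGFR3 iLECko* libraries. The largest decreases were those of *Fcrl1* (NCBI Gene ID 229499) at -1.60 (adjusted p = 0.0263), *Clec12a* (NCBI Gene ID 232413) at -1.29 (adjusted p = 0.0235), *Cxcr3* at -1.22 (adjusted p = 0.0386), *Ly9* (NCBI Gene ID 17085) at -1.18 (adjusted p = 0.0283) and *Ptprcap* (NCBI Gene ID 19265) at -1.12 (adjusted p = 0.0461), by the same edgeR test. Without replicate 2 labelled *VEGFR3 iLECko*, the adjusted p of these 10 genes by edgeR lay between 0.110 and 0.145, in a range of 7.71e-10 to 1.00 over all their alternatives.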

In the injured *VEGFR3^iLECko^* versus injured *VEGFR3^fl/fl^* cohort, DEG analysis revealed 259 upregulated and 222 downregulated genes (Supplemental Figure 4B). We then performed a Venn diagram analysis between the downregulated DEGs in the injured *VEGFR3^iLECko^* versus injured *VEGFR3^fl/fl^* cohort and the upregulated DEGs in the injured *VEGFR3^fl/fl^* versus Sham *VEGFR3^fl/fl^* cohort to identify genes of interest that were involved in regulating iridial neolymphatics-mediated inflammatory responses (Figure 4F). Gene Ontology (GO) analysis of the 199 overlapping DEGs confirmed highly enriched gene sets involved in the regulation of innate and defense immune responses and leukocyte-mediated immunity (Figure 4G).

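Of the 70 downregulated DEGs in the libraries labelled injured *VEGFR3 iLECko*, 69 (98.6%) were upregulated DEGs after injury. The remaining gene was *Selenop*, a name chosen after its values were seen. Among all genes tested, 22.1% were upregulated after injury. The median log2 fold change of the 69 genes was 2.98 after injury and -0.77 between the injured groups. A median of 28.1% of the log2 rise was lost (interquartile range 22.2% to 35.0%), and 68 genes stayed above the Sham mean. Of the 86 upregulated DEGs, 65 were downregulated and 9 upregulated after injury. Both comparisons share the injured *VEGFR3 fl/fl* libraries, so overlap arises without any effect of genotype. In 20 simulated data sets with no difference between the injured groups, the mean number of downregulated DEGs was 0.350 and the largest was 2. Each gene was drawn independently there, so a shift common to many genes was not simulated. The 70 genes with the strongest decrease there held on average 34.0 genes upregulated after injury, and at most 42. The overlap was 0 in the fit of only the 6 libraries, 0 with the Y-linked covariate, 0 without replicate 2, 6 without replicate 1 and 17 without replicate 3 labelled *VEGFR3 iLECko*. It was 16, 38 and 8 without Sham replicates 1 to 3, and 139 without injured *VEGFR3 fl/fl* replicate 2. The unadjusted counts behind these 0 values are 400, 325 and 412 downregulated genes. DESeq2's Wald test gave an overlap of 238 on the 9 libraries and of 199 on the 6 libraries compared. Interferon response genes, which take part in innate defense, were lower in the libraries labelled *VEGFR3 iLECko* by a median log2 fold change of -0.55 (camera adjusted p = 3.79e-08). All 17 tested genes of that list were lower. Of them 0 were DEGs, 8 had a decrease of more than 1.5-fold at an unadjusted p under 0.05, and 8 passed when adjusted over the list alone. By camera with an estimated correlation the adjusted p of the list was 0.167. After injury the same list had a median of 0.92 (camera adjusted p = 0.0504). It passed under fry (adjusted p = 0.00342), with RLE (adjusted p = 0.0498), upper quartile (adjusted p = 0.0448) or library size only (adjusted p = 0.0383) as the normalization, with the Y-linked covariate (adjusted p = 0.0282), without Sham replicate 2 (median 1.04, adjusted p = 0.00424) and without injured replicate 2 (median 0.76, adjusted p = 0.0185), in a range of 0.00342 to 0.551 over all alternatives.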

To investigate the immunoregulatory roles of neolymphatics in the injured iris, we performed GSEA for the inflammatory pathways caused by tissue injury. As expected, alkali injury led to evidently upregulated gene sets responsible for macrophage/DC migration, phagocytosis, and antigen processing/presentation (Figure 5A, upper panel), while these pathways were significantly suppressed by *VEGFR3* deletion (Figure 5A, lower panel). Furthermore, T cell migration, activation, and proliferation pathways were drastically induced in the iris following CAI (Figure 5B, upper panel). Most of these pathways were downregulated in the injured *VEGFR3^iLECko^* mouse group, compared with the injured *VEGFR3^fl/fl^* group (Figure 5B, lower panel). 

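After injury, the list of macrophage and DC migration genes rose by a median log2 fold change of 3.70 (camera adjusted p = 1.39e-07), and the phagocytosis list by 4.11 (camera adjusted p = 7.83e-47). Macrophage markers rose by a median of 3.17 with 14 of 15 genes higher (camera adjusted p = 2.98e-25). DC markers rose by a median of 3.36, or 2.84 with genes absent from Sham libraries at their bound (camera adjusted p = 0.000505). The Reactome set for cross-presentation had a median of 0.57 over 82 genes (camera adjusted p = 4.76e-10). Between the injured groups, 6 of the 34 lists were higher and 13 lower in the libraries labelled *VEGFR3 iLECko* by camera. Of these 19 calls 16 held under fry, the exceptions being neutrophils (fry adjusted p = 0.199), pigment cells (0.0870) and Y-linked genes (0.101). The alternative that moved their number most was an estimated correlation, under which 3 held, those for macrophages (adjusted p = 0.0141), phagocytosis (adjusted p = 0.0297) and proinflammatory cytokines (adjusted p = 0.0297). The phagocytosis list was lower by a median of -0.42 with 21 of 22 genes lower (camera adjusted p = 1.26e-10). It held 1 downregulated DEG, and 4 when adjusted over the list alone. Macrophage markers were lower by a median of -0.60 (camera adjusted p = 5.55e-10), with 6 downregulated and 1 upregulated DEG, or 8 and 1 when adjusted over the list alone. Under fgsea their adjusted p was 0.0538, in a range of 4.01e-15 to 0.0538 over all alternatives. Migration genes were lower by a median of -0.50 (camera adjusted p = 0.00189), or -0.33 without injured *VEGFR3 fl/fl* replicate 3. DC markers were lower by -0.62 (camera adjusted p = 0.0127). Without injured *VEGFR3 fl/fl* replicate 3 their median was -0.46 (adjusted p = 0.0809), and without replicate 1 it was -0.40 (adjusted p = 0.0230), in a range of 0.00222 to 0.227 over all alternatives of that list. Among single genes, *Adgre1* (NCBI Gene ID 13733), which encodes F4/80, had a mean of 15.8 ± 1.74 CPM (SD, n = 3) in Sham, 140.1 ± 7.48 CPM in injured *VEGFR3 fl/fl* and 92.2 ± 6.64 CPM in injured *VEGFR3 iLECko* libraries. Its log2 fold change was 3.15 (adjusted p = 5.15e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) after injury and -0.60 (adjusted p = 0.0278) between the injured groups. *Cx3cr1* changed by 0.84 (adjusted p = 0.00271 by edgeR) and -0.94 (adjusted p = 0.0417). Without any one library labelled *VEGFR3 iLECko*, or without Sham replicate 1 or 3, neither gene passed between the injured groups, and *Cx3cr1* did not pass without Sham replicate 2 either. The largest adjusted p in these fits were 0.112 and 0.156, both without replicate 2 labelled *VEGFR3 iLECko*. Over all edgeR and DESeq2 alternatives they ranged from 9.97e-07 to 1.00 and from 0.000206 to 1.00. *Mrc1* (NCBI Gene ID 17533), which encodes CD206, rose after injury by 2.00 (adjusted p = 4.95e-05 by edgeR) and differed by -0.10 (adjusted p = 0.791) between the injured groups. That difference was -0.34 without injured *VEGFR3 fl/fl* replicate 1, 0.073 without replicate 2 and 0.0032 without replicate 3, and -0.057 and -0.17 without replicates 1 and 2 labelled *VEGFR3 iLECko*.

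**Figure D2:**
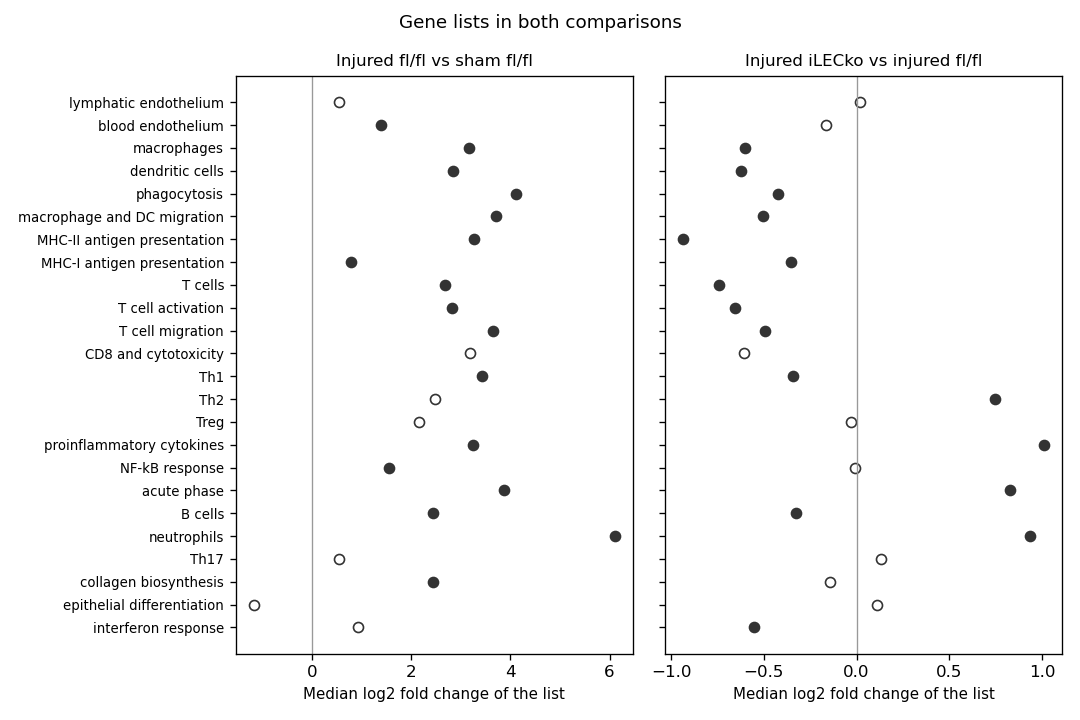
Median log2 fold change of each gene list after injury and between the injured groups, with genes at 3 or fewer counts in one group at their bound. Filled points have a camera adjusted p under 0.05. The phagocytosis list had a median of 4.11 after injury and -0.42 in the libraries labelled *VEGFR3 iLECko* relative to injured *VEGFR3 fl/fl* libraries.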

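T cell marker genes rose after injury by a median log2 fold change of 4.26, or 2.68 with genes absent from Sham libraries at their bound (camera adjusted p = 0.000171). All 13 were higher and upregulated DEGs, over all genes and when adjusted over the list alone. *Cd3e* had 0, 1 and 3 counts in Sham and 23, 33 and 24 counts in injured *VEGFR3 fl/fl* libraries and was at least 9.33-fold higher. T cell migration genes rose by a median of 3.64 with 17 of 17 higher (camera adjusted p = 5.93e-11), and 16 of them were upregulated DEGs, as when adjusted over the list alone. T cell activation genes rose by a median of 3.94, or 2.82 at their bounds (camera adjusted p = 0.00183), with 9 upregulated and 1 downregulated DEG, in the same numbers when adjusted over the list alone. Their median was 1.63 under the approximate TPM filter, chosen after the data were seen (adjusted p = 0.0192, in a range of 2.13e-06 to 0.0600 over all alternatives). The Reactome sets for T cell receptor signaling (median 0.59, camera adjusted p = 4.19e-05) and for costimulation by the CD28 family (median 1.58, camera adjusted p = 1.56e-08) were higher as well.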

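In the libraries labelled *VEGFR3 iLECko*, T cell markers were lower than in injured *VEGFR3 fl/fl* libraries by a median log2 fold change of -0.74, with 12 of 13 genes lower (camera adjusted p = 0.000402). Of these, 0 were DEGs, 5 had an unadjusted p under 0.05 with a decrease of more than 1.5-fold, and 4 passed when adjusted over the list alone. *Cd3e* had 8, 12 and 5 counts there and a log2 fold change of -1.70 (standard error 0.51, adjusted p = 0.101 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). T cell activation genes were lower by a median of -0.65 with 9 of 11 lower (camera adjusted p = 0.0139). Under the approximate TPM filter their median was -0.52 (adjusted p = 0.0543). Without injured *VEGFR3 fl/fl* replicate 2 this median was -0.43 (adjusted p = 0.0858), and without replicate 1 labelled *VEGFR3 iLECko* it was -0.53 (adjusted p = 0.0544), in a range of 0.00290 to 0.130 over all alternatives. T cell migration genes were lower by a median of -0.50 with 14 of 17 lower (camera adjusted p = 0.00270), or -0.27 without injured *VEGFR3 fl/fl* replicate 1. One member, *Ccl21a*, had 1522, 79 and 0 counts in injured *VEGFR3 fl/fl* and 2, 3 and 6 in injured *VEGFR3 iLECko* libraries. It is uncertain, since its reads are shared with near-identical copies and a single library holds most of its counts. The Reactome set for T cell receptor signaling was lower by a median of -0.12 (camera adjusted p = 0.0135) and that for the CD28 family by -0.27 (camera adjusted p = 0.000298). By camera with an estimated correlation none of these passed. The adjusted p was then 0.0521 for T cell markers, 0.130 for T cell activation and 0.0696 for T cell migration. For the Reactome sets it was 0.180 and 0.143.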

Whole-mount staining of the injured iris confirmed that *VEGFR3* deletion resulted in significantly decreased CD3^+^ T cell counts (Figure 5, C and D). Conversely, intraocular administration of VEGFC-156S led to increased CD3^+^ T cell infiltration in the injured iris (Figure 5, E and F).

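Further lists covered antigen presentation and T cell subsets. Between injured and Sham *VEGFR3 fl/fl* irises, MHC-II antigen presentation genes rose by a median log2 fold change of 3.26, and all 13 were upregulated DEGs, over all genes and when adjusted over the list alone (camera adjusted p = 5.43e-09). With an estimated correlation the camera adjusted p was 0.113. MHC-I antigen presentation genes rose by a median of 0.79 (camera adjusted p = 0.000136), with all 16 higher and 9 upregulated DEGs, as when adjusted over the list alone. They did not pass under fgsea (adjusted p = 0.0778) or with an estimated correlation (adjusted p = 0.246), in a range of 1.93e-05 to 0.246 over all alternatives. The list for CD8 and cytotoxicity had a median of 3.70, or 3.17 at its bounds. All 6 of its genes were upregulated DEGs, also when adjusted over the list alone, and its camera adjusted p was 0.0841. It was 0.000269 under fry, 0.00258 under fgsea and 0.0387 with scaling by library size alone, in a range of 0.000269 to 0.288 over all alternatives. *Cd8a* had 5, 5 and 2 counts in Sham and 39, 6 and 12 counts in injured *VEGFR3 fl/fl* libraries, a log2 fold change of 2.30 (standard error 0.84, adjusted p = 0.0385 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without injured replicate 1 it was 1.19 (adjusted p = 0.201). Without Sham replicate 1, 2 or 3 the adjusted p was 0.0788, 0.0746 or 0.117, and without replicate 1 labelled *VEGFR3 iLECko* it was 0.0501, in a range of 0.0160 to 0.201 over all alternatives. *Cd4* rose from 3.57 ± 0.250 to 35.0 ± 9.74 CPM (SD, n = 3), a log2 fold change of 3.29 (standard error 0.31, adjusted p = 2.11e-05 by edgeR). The mean of *Cd3e*, a T cell marker, was only 0.0751 CPM in Sham and 1.57 CPM in injured *VEGFR3 fl/fl* libraries. *Cd4* RNA of whole irises therefore cannot be read as the number of CD4 T cells. Treg genes rose by a median of 2.16 with 7 of 8 higher, 6 upregulated DEGs and 1 downregulated DEG, in the same numbers when adjusted over the list alone. The camera adjusted p of that list was 0.0849, and 6.05e-05 under fry, in a range of 6.05e-05 to 0.299 over all alternatives. *Foxp3* (NCBI Gene ID 20371) rose by a log2 fold change of 2.57 (standard error 0.54, adjusted p = 0.00288 by edgeR), with 3, 3 and 6 counts in Sham and 10, 39 and 21 in injured *VEGFR3 fl/fl* libraries.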

GSEA further revealed that CAI induced evident activation of antigen presentation via MHC-I and -II and CD8^+^, CD4^+^, and Treg-mediated pathways in the iris (Figure 5, G and H, and Supplemental Figure 5C, left panel). The ablation of iridial neolymphatics via *VEGFR3^iLECko^* appeared to inhibit CD4^+^ T cell–mediated immune responses, as suggested by the reduced CD4^+^ T cell counts and downregulated antigen presentation pathway via MHC-II (57) in the injured *VEGFR3^iLECko^* iris tissue, compared with the injured *VEGFR3^fl/fl^* tissue (Figure 5H, lower panel, and Figure 5, I and J). 

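All 13 tested genes of the MHC-II list were lower in the libraries labelled *VEGFR3 iLECko* than in injured *VEGFR3 fl/fl* libraries, by a median log2 fold change of -0.93 (camera adjusted p = 1.26e-10). This is the relation of the labelled groups, as *Flt4* itself was not lower. The adjusted p of the MHC-II list was 0.130 by camera with an estimated correlation and 0.0153 under fry. As single genes 0 were DEGs, 10 had an unadjusted p under 0.05 with a decrease of more than 1.5-fold, and 10 passed when adjusted over the list alone. *H2-Aa*, *H2-Ab1* and *H2-Eb1* had log2 fold changes of -1.23, -1.19 and -1.21 (adjusted p = 0.10, 0.0931 and 0.0877 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their values are uncertain, because alleles and related class II genes share reads. *Cd74* had a log2 fold change of -1.04 (adjusted p = 0.118 by edgeR) and *Ciita*, the regulator of class II genes, of -0.81 (adjusted p = 0.0905 by edgeR). The Reactome set for MHC class II antigen presentation, which also holds genes of intracellular transport, was lower by a median of -0.047 (camera adjusted p = 0.0356). *Cd4* had a mean of 25.4 ± 9.55 CPM (SD, n = 3) in the libraries labelled *VEGFR3 iLECko* and a log2 fold change of -0.46 (standard error 0.27, adjusted p = 0.309 by edgeR). This was -0.23 without injured *VEGFR3 fl/fl* replicate 3, -0.78 without replicate 1 and -0.23 without replicate 3 labelled *VEGFR3 iLECko*. The T cell marker *Cd3e* had a mean of only 0.478 CPM in the libraries labelled *VEGFR3 iLECko*. *Cd4* RNA thus does not measure the CD4 T cells that the paper counted.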

Notably, the production of both Th1 (IFN-γ, IL-2, and TNF; ref. 58) and Th2 cytokines (IL-4, IL-5, and IL-13; refs. 59, 60) were greatly induced in the injured iris, while only TNF production was significantly inhibited upon *VEGFR3* deletion (Figure 5H and Supplemental Figure 5, A and B), indicating that the iridial neolymphatics may favor a Th1-type inflammatory response following CAI. 

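*Tnf* (NCBI Gene ID 21926) rose after injury from 0.318 ± 0.0860 to 2.79 ± 1.55 CPM (SD, n = 3), a log2 fold change of 3.11 (standard error 0.53, adjusted p = 0.000809 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled *VEGFR3 iLECko* it had 2.33 ± 0.974 CPM and a log2 fold change of -0.26 (standard error 0.44, adjusted p = 0.746 by edgeR) relative to injured *VEGFR3 fl/fl* libraries, which was within the spread of replicates (exact permutation test, p = 0.6). That log2 fold change was 0.27 without injured *VEGFR3 fl/fl* replicate 2, -0.56 without replicate 3, -0.63 without replicate 1 and -0.015 without replicate 2 labelled *VEGFR3 iLECko*. The other cytokine genes of this group were too low to be tested. *Ifng*, *Il2* and *Il4* (NCBI Gene ID 16189) had 0 counts in every Sham library and at most 1 count in any injured library. *Il5* had 3, 2 and 1 counts in Sham, 1, 1 and 0 in injured *VEGFR3 fl/fl* and 1, 4 and 3 in injured *VEGFR3 iLECko* libraries, and *Il13* (NCBI Gene ID 16163) had 0, 1 and 0, 0, 0 and 0 and 0, 2 and 0. A change of these 5 genes was not detectable at this depth. Of the lists for the programs around these cytokines, Th1 rose after injury by a median of 3.57, or 3.43 at its bounds (camera adjusted p = 0.00171), with 10 of 12 genes upregulated DEGs, as when adjusted over the list alone. The list was lower in the libraries labelled *VEGFR3 iLECko* by -0.34 with 11 genes lower (camera adjusted p = 0.0293), 1 of them a DEG and 2 when adjusted over the list alone. The Th1 fit without injured *VEGFR3 fl/fl* replicate 3 had a median of -0.19 (adjusted p = 0.0809), and without replicate 1 labelled *VEGFR3 iLECko* it was -0.34 (adjusted p = 0.0568), in a range of 0.000744 to 0.130 over all alternatives. The Th2 list held only 4 tested genes, *Gata3*, *Il4ra*, *Il1rl1* and *Il33*. Its median after injury was 2.97, or 2.48 at its bounds (camera adjusted p = 0.111), with 3 upregulated DEGs and 1 downregulated DEG, in the same numbers when adjusted over the list alone. It passed under fry (adjusted p = 8.18e-05) and without injured replicate 3 (adjusted p = 0.0468), in a range of 8.18e-05 to 0.214 over all alternatives. Between the injured groups all 4 Th2 genes were higher in the libraries labelled *VEGFR3 iLECko*, by a median of 0.75 (camera adjusted p = 0.0340). As single genes 0 were DEGs, 2 had an unadjusted p under 0.05 with an increase of more than 1.5-fold, and 2 passed when adjusted over the list alone. That adjusted p without injured *VEGFR3 fl/fl* replicates 1 and 2 was 0.0593 and 0.0829, with the Y-linked covariate it was 0.0876, and without replicate 1 labelled *VEGFR3 iLECko* the median was 0.43, in a range of 0.00319 to 0.143 over all alternatives.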

The production of other major proinflammatory cytokines, such as IL-1β and IL-6, that were highly activated by CAI were not diminished in the injured *VEGFR3^iLECko^* iris tissue (Supplemental Figure 5B, lower panel). 

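*Il1b* had 0.859 ± 0.114 CPM in Sham, 80.5 ± 41.6 CPM in injured *VEGFR3 fl/fl* and 179.6 ± 53.4 CPM in injured *VEGFR3 iLECko* libraries (SD, n = 3). Its log2 fold change was 6.54 (standard error 0.57, adjusted p = 1.32e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) after injury and 1.16 (standard error 0.38, adjusted p = 0.122) in the libraries labelled *VEGFR3 iLECko* relative to injured *VEGFR3 fl/fl* libraries. *Il6* had 1, 0 and 0 counts in Sham, 19, 61 and 47 in injured *VEGFR3 fl/fl* and 282, 256 and 255 in injured *VEGFR3 iLECko* libraries, and was at least 14.7-fold higher after injury. It was higher still in the libraries labelled *VEGFR3 iLECko*, by a log2 fold change of 2.61 (standard error 0.37, adjusted p = 0.0263 by edgeR), and the groups did not overlap (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The adjusted p was 0.0579 and 0.0596 without Sham replicates 1 and 3, and 0.0607, 0.111 and 0.0516 without replicates 1, 2 and 3 labelled *VEGFR3 iLECko*, in a range of 7.71e-10 to 0.361 over all alternatives. The list of proinflammatory cytokines rose after injury by a median of 3.65, or 3.24 at its bounds (camera adjusted p = 0.000171). Between the injured groups it was higher in the libraries labelled *VEGFR3 iLECko* by a median of 1.01 with 10 of 14 genes higher (camera adjusted p = 1.73e-05). It held 2 upregulated DEGs, and 7 when adjusted over the list alone. Acute-phase genes were higher by a median of 0.83 with 9 of 11 higher (camera adjusted p = 0.00189), and 2 were upregulated DEGs, as when adjusted over the list alone. Without replicate 3 labelled *VEGFR3 iLECko* the acute-phase median was 0.077 (adjusted p = 0.0443, in a range of 4.61e-07 to 0.130 over all alternatives). NF-κB response genes did not change as a list, with a median of -0.0077 and 8 of 16 genes higher (camera adjusted p = 0.634). Their median was 0.082, 0.000080 and -0.028 without injured *VEGFR3 fl/fl* replicates 1 to 3, and 0.018, 0.044 and -0.12 without replicates 1 to 3 labelled *VEGFR3 iLECko*.

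**Figure D3:**
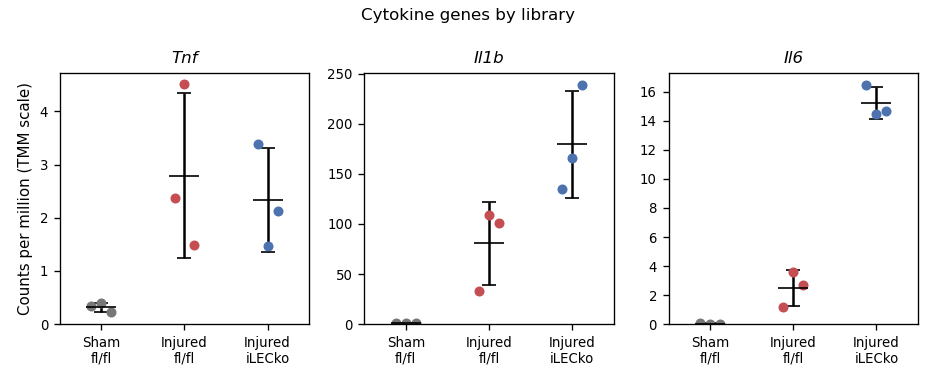
CPM of *Tnf*, *Il1b* and *Il6* in each of the 9 libraries (points), with the mean and SD of each group of 3. *Il6* averaged 2.47 CPM in injured *VEGFR3 fl/fl* and 15.2 CPM in injured *VEGFR3 iLECko* libraries.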

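The list for CD8 and cytotoxicity had a median log2 fold change of -0.61 in the libraries labelled *VEGFR3 iLECko* relative to injured *VEGFR3 fl/fl* libraries, with 4 of 6 genes lower (camera adjusted p = 0.397). Of its genes 0 were DEGs, 2 had an unadjusted p under 0.05 with a decrease of more than 1.5-fold, and 0 passed when adjusted over the list alone. Its median without injured *VEGFR3 fl/fl* replicate 1 was -0.013, and without replicate 2 labelled *VEGFR3 iLECko* it was -0.94. *Cd8a* had 14, 37 and 10 counts in the libraries labelled *VEGFR3 iLECko* and a log2 fold change of 0.042 (standard error 0.71, adjusted p = 0.979 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign rested on single libraries, as it was 1.15, -0.39 and -0.22 without injured *VEGFR3 fl/fl* replicates 1 to 3, and 0.24, -0.69 and 0.36 without replicates 1 to 3 labelled *VEGFR3 iLECko*. MHC-I antigen presentation genes were lower by a median of -0.36 with 14 of 16 lower (camera adjusted p = 1.41e-05). As single genes 0 were DEGs, 2 had an unadjusted p under 0.05 with a decrease of more than 1.5-fold, and 2 passed when adjusted over the list alone. With an estimated correlation the adjusted p of that list was 0.227, in a range of 1.11e-06 to 0.227 over all alternatives. *Tap1* had a log2 fold change of -0.53 (adjusted p = 0.0461 by edgeR), below the fold change of a DEG, and *H2-K1* of -0.41 (adjusted p = 0.105 by edgeR). Peptide loading of class I MHC, a Reactome set, was lower by a median of -0.20 (camera adjusted p = 0.0126).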

Interestingly, *VEGFR3^iLECko^* did not alter CD8^+^ T cell infiltration or its related GSEA pathways, such as antigen presentation pathway via MHC-I, CD8^+^ T cell activation, and T cell–mediated cytotoxicity, in the injured iris (Figure 5G, lower panel). Moreover, *VEGFR3^iLECko^* only slightly reduced FOXP3^+^ Treg counts in the injured iris tissue but did not significantly affect Treg-related pathways (Figure 5, I and J, and Supplemental Figure 5C, right panel).

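Treg genes had a median log2 fold change of -0.030 in the libraries labelled *VEGFR3 iLECko*, with 4 of 8 higher (camera adjusted p = 0.634). Of them 0 were downregulated and 0 upregulated DEGs, and at an unadjusted p under 0.05 with a change of more than 1.5-fold there were 0 and 0, as when adjusted over the list alone. The median was -0.079, 0.026 and -0.13 without injured *VEGFR3 fl/fl* replicates 1 to 3, and -0.14 and 0.016 without replicates 2 and 3 labelled *VEGFR3 iLECko*. *Foxp3* had 13, 15 and 13 counts in the libraries labelled *VEGFR3 iLECko*, a log2 fold change of -0.79 (standard error 0.47, adjusted p = 0.319 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without injured *VEGFR3 fl/fl* replicate 2, which held the most counts, it was -0.21. *Tgfb1* differed by -0.32 (standard error 0.13, adjusted p = 0.167 by edgeR), after a rise of 2.28 (adjusted p = 1.22e-06 by edgeR) with injury. *Il10* (NCBI Gene ID 16153) was too low to be tested, with 1, 1 and 1 counts in Sham, 2, 12 and 2 in injured *VEGFR3 fl/fl* and 8, 4 and 5 in injured *VEGFR3 iLECko* libraries.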

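B cell genes rose between Sham and injured *VEGFR3 fl/fl* irises by a median log2 fold change of 2.44, with 8 of 9 higher (camera adjusted p = 0.0113). Of these 6 were upregulated DEGs, as when adjusted over the list alone. Under the approximate TPM filter, chosen after the data were seen, the median was 4.09 (adjusted p = 0.00444), and with an estimated correlation the adjusted p was 0.0792, in a range of 3.32e-06 to 0.0792 over all alternatives. The Reactome set for B cell receptor signaling had a median of 0.30 (camera adjusted p = 0.00550). The list for immunoglobulins and plasma cells held 3 genes with enough counts, too few for a test as a list. Their median log2 fold change after injury was 1.42, and 1 was an upregulated DEG over all genes, and 3 when adjusted over the list alone. The former was *Xbp1* (NCBI Gene ID 22433), at 0.80 (standard error 0.092, adjusted p = 7.57e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Jchain* (NCBI Gene ID 16069), which joins secreted immunoglobulin, had 17, 6 and 10 counts in Sham and 527, 38 and 2 in injured *VEGFR3 fl/fl* libraries (adjusted p = 0.0613 by edgeR). The names of these 2 genes were chosen after their values were seen.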

With respect to B cell–mediated pathways, we found that gene sets for B cell activation and immunoglobin production were greatly upregulated in the iris after CAI. These were unaltered by *VEGFR3^iLECko^* (Supplemental Figure 6A). Similarly, neutrophil and Th17 pathways/cytokines (61) were largely induced in the injured iris but remained unchanged upon *VEGFR3* deletion (Supplemental Figure 6B). These data suggest that lymphangiogenic *VEGFR3* signaling is dispensable for B cell– and neutrophil-mediated immune pathways in the iris after CAI.

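In the libraries labelled *VEGFR3 iLECko*, B cell genes were lower than in injured *VEGFR3 fl/fl* libraries by a median log2 fold change of -0.33, with 8 of 9 lower (camera adjusted p = 0.0340). Of them 0 were DEGs, 3 had an unadjusted p under 0.05 with a decrease of more than 1.5-fold, and 3 passed when adjusted over the list alone. The adjusted p was 0.10 (median -0.18) without injured *VEGFR3 fl/fl* replicate 1, 0.0525 without its replicate 3, 0.0786 under fgsea and 0.0876 with the Y-linked covariate, in a range of 0.00622 to 0.140 over all alternatives. Without replicates 2 and 3 labelled *VEGFR3 iLECko* the median was -0.57 and -0.49, and under the approximate TPM filter, chosen after the data were seen, it was -0.90 (adjusted p = 0.0113). The Reactome set for B cell receptor signaling had a median of -0.075 (camera adjusted p = 0.190). *Jchain* had 16, 295 and 28 counts, a log2 fold change of -0.83 (adjusted p = 0.745 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Xbp1* differed by -0.015 (adjusted p = 0.935 by edgeR).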

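Neutrophil genes rose after injury by a median log2 fold change of 6.35, or 6.10 at their bounds (camera adjusted p = 0.000666). In the libraries labelled *VEGFR3 iLECko* they were higher than in injured *VEGFR3 fl/fl* libraries by a median of 0.93, with 11 of 12 higher (camera adjusted p = 0.0282). Among these genes 0 were DEGs, 3 had an unadjusted p under 0.05 with an increase of more than 1.5-fold, and 0 passed when adjusted over the list alone. The call did not hold under fry, and the adjusted p was 0.0764 with scaling by library size alone. Without injured *VEGFR3 fl/fl* replicate 1 the median was 0.48 (adjusted p = 0.0758), and without replicate 3 labelled *VEGFR3 iLECko* it was 0.42 (adjusted p = 0.226), in a range of 0.000380 to 0.396 over all alternatives. The Th17 list held 5 tested genes, which went both ways after injury. Its median was 0.54 with 2 upregulated and 2 downregulated DEGs, in the same numbers when adjusted over the list alone (camera adjusted p = 0.654). Leaving out any Sham library, any library labelled *VEGFR3 iLECko* or injured *VEGFR3 fl/fl* replicate 1 changed the genes that passed the filter and gave a median between 1.80 and 1.85. Under the approximate TPM filter the median was -0.16 (adjusted p = 0.887), so its direction changed. Under fry the adjusted p of the Th17 list was 0.000997, in a range of 0.000997 to 0.887 over all alternatives. Between the injured groups the Th17 median was 0.13 (camera adjusted p = 0.551). There it was -0.088, -0.088 and -0.088 without Sham replicates 1 to 3, -0.067 and 0.082 without injured *VEGFR3 fl/fl* replicates 1 and 2, and 0.017, -0.088 and -0.10 without replicates 1 to 3 labelled *VEGFR3 iLECko*. *Il17a* (NCBI Gene ID 16171) was too low to be tested, with 0, 0 and 0 counts in Sham, 6, 0 and 1 in injured *VEGFR3 fl/fl* and 0, 1 and 6 in injured *VEGFR3 iLECko* libraries.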

Collectively, our results suggest that the iridial neolymphatics contribute to phagocytosis, antigen presentation via MHC-II, and subsequent infiltration/activation of T cells, thereby promoting CAI-induced innate and adaptive immune responses.

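The Reactome sets were also compared between the injured groups. Of 24 sets, 14 were lower and 0 higher in the libraries labelled *VEGFR3 iLECko* by camera, and 14 had an unadjusted p under 0.05. Of these calls 12 held under fry and 9 under fgsea. With an estimated correlation 0 held, and 7 sets had an unadjusted p under 0.05. With each library left out in turn, 12 to 15 sets passed. The median log2 fold change was -0.075 (camera adjusted p = 0.0123) for innate immunity, -0.095 (camera adjusted p = 0.00232) for adaptive immunity and -0.11 (camera adjusted p = 0.00232) for Fcγ receptor-dependent phagocytosis. Cross-presentation had a median of -0.19 (camera adjusted p = 6.95e-10) and interferon gamma signaling of -0.27 (camera adjusted p = 2.66e-09). In these data *Flt4* was not lower in the libraries labelled *VEGFR3 iLECko*, so the direction is that of the labelled groups. From the lower pathways for phagocytosis, antigen presentation via MHC-II and T cells in this group, together with its stained irises (Figure 5), the paper proposes that iridial neolymphatics promote the innate and adaptive responses that follow CAI.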

Interestingly, GSEA also revealed significantly upregulated epithelial cell differentiation and morphogenesis pathways, accompanied by increased collagen biosynthesis, in the injured *VEGFR3^iLECko^* versus injured *VEGFR3^fl/fl^* iridial tissues (Supplemental Figure 6C). These data imply that inhibition of lymphangiogenesis may have indirectly improved healing of the pigmented/nonpigmented epithelium in the injured iris.

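The list of epithelial differentiation genes had a median log2 fold change of 0.11 in the libraries labelled *VEGFR3 iLECko* relative to injured *VEGFR3 fl/fl* libraries, with 10 of 15 genes higher (camera adjusted p = 0.551). Of them 0 were upregulated DEGs, and 0 had an unadjusted p under 0.05 with an increase of more than 1.5-fold, as when adjusted over the list alone. The median was 0.19 without Sham replicate 3, 0.28 without injured *VEGFR3 fl/fl* replicate 2, and -0.017 and 0.20 without replicates 1 and 2 labelled *VEGFR3 iLECko*. After injury the same list had a median of -1.18 (camera adjusted p = 0.120), which passed under fry (adjusted p = 0.00232), under fgsea (adjusted p = 0.00585) and without Sham replicate 3 (median -1.28, adjusted p = 0.0151), in a range of 0.00232 to 0.308 over all alternatives. Collagen biosynthesis genes had a median of -0.14 between the injured groups with 6 of 16 higher (camera adjusted p = 0.516). Of them 0 were upregulated DEGs, with 0 at an unadjusted p under 0.05 and an increase of more than 1.5-fold and 0 when adjusted over the list alone. That median was -0.073 without injured *VEGFR3 fl/fl* replicate 1 and -0.048 without replicate 2 labelled *VEGFR3 iLECko*. The Reactome set for collagen biosynthesis had a median of 0.028 (camera adjusted p = 0.740) and that for extracellular matrix organization of 0.045 (camera adjusted p = 0.215). After injury the collagen list had risen by a median of 2.44, with all 16 genes higher (camera adjusted p = 1.77e-11).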

### VEGFR3 deletion alleviates CAI-induced thickening of the retina and the enlargement of cervical lymph nodes.

Alkali injury eventually causes retinal damage due to ocular inflammation (40). We next investigated the functional influence of intraocular lymphangiogenesis on the retina by analyzing the retinal structure of *VEGFR3^iLECko^* and *VEGFR3^fl/fl^* mice with or without CAI (Figure 6A). We found that CAI clearly resulted in thickening of the ganglion cell layer (GCL), the inner nuclear layer (INL), and the outer nuclear layer (ONL) in *VEGFR3^fl/fl^* controls, indicating retinal injury by intraocular inflammation (Figure 6, B–D). This effect was significantly alleviated in CAI *VEGFR3^iLECko^* mice (Figure 6, B–D), indicating that intraocular lymphangiogenesis promoted ocular inflammation and injury in this context. Moreover, the size of cervical lymph nodes was reduced in the injured *VEGFR3^iLECko^* mice, compared with that in the injured *VEGFR3^fl/fl^* controls (Figure 6, E and F). Collectively, these data suggest that inhibition of pathological lymphangiogenesis may alleviate intraocular inflammation and the systemic adaptive immune response.

## Discussion

Previous studies have identified extraocular lymphatics in the conjunctiva, limbus, dura mater of the optic nerve, and lacrimal gland in the orbit and eye (62, 63), whereas a classic lymphatic system is not detectable intraocularly in mammals under normal conditions (30, 64–66). Here, we report, for the first time to our knowledge, that CAI can induce the formation of lymphatic vessels in the iris in a *VEGFR3*-dependent manner and that the neolymphatics contribute to the process of antigen presentation and the subsequent T cell–mediated immune response in the iris following injury.

Infection or inflammation has been frequently shown to induce lymphangiogenesis (12). At the early stage of inflammation, the activation of proinflammatory signaling pathways, such as NF-κB, could upregulate VEGFR3 expression in LECs to promote lymphangiogenesis (67). Inflammation also triggers the infiltration and activation of macrophages that can produce prolymphangiogenic factors such as VEGFC to further potentiate this pathological process (68). Historically, it has been widely acknowledged that prolymphangiogenic factors elicit LEC sprouting from existing lymphatics of the venous origin to form neolymphatics postnatally. However, recent studies have demonstrated the diversity and complexity of LEC progenitors under physiological and pathological conditions (2, 46, 48, 69, 70). For example, a substantial portion of LECs in cardiac and dermal lymphatics have nonvenous cell origins (2, 69). CD11b^+^ macrophages can also transdifferentiate into LECs and form lymphatic-like tubes after mouse corneal transplantation or suture (14). Similarly, TLR4 activation–dependent myeloid-to-lymphatic transition can give rise to LEC precursors and promote inflammatory lymphangiogenesis in peritonitis mice (71). Our data suggest that CAI-induced iridial neolymphatics originate from CDH5^+^Prox1^+^ LECs of existing lymphatics in, presumably, the limbus and that these vessels do not have a CX3CR1^+^ myeloid or PDGFRB^+^ mural cell origin.

The iridial neolymphatics appear to have a detrimental effect on the injured eye within the 4-week time window following CAI, in contrast to the physiological lymphatic network that is apparently beneficial to tissue homeostasis. The ocular environment is traditionally defined as an immune privilege site due to its immunological ignorance, induction of systemic tolerance, and regional immune suppression (31). According to the Medawar’s hypothesis, the alymphatic nature of intraocular tissues is necessary to shield antigens from the immune system (72). Previous studies have shown that the immunological surveillance populations in the healthy anterior uveal tract are mainly composed of resident macrophages and DCs that maintain homeostasis and participate in the response to pathological challenges (73, 74), and they fail to migrate to draining lymph nodes even with antigen or LPS stimulation (75). Our data reveal that CAI causes drastic inflammatory responses involving infiltration/activation of broad-spectrum immune cells, including systemic immune cells (such as T cells, B cells, and neutrophils) and resident cells (such as macrophages and DCs), in the injured tissue. Ablation of lymphangiogenesis via *VEGFR3* deletion only partially inhibited DC/macrophage migration, phagocytosis, antigen presentation via MHC-II, and infiltration/activation of pathogenic T cell populations, such as CD4^+^ Th cells, without significantly affecting B cell, neutrophil, or CD8^+^ T cell–mediated immunogenic pathways. Thus, CAI-induced lymphatics could be immature and inferior, as evidenced by the formation of zipper-like junctions in the terminal segments and the following plexus of the neolymphatic, but they can still transport antigens and immune cells by connecting the iridial regional microenvironment with the draining lymph nodes and the systemic lymphatic network and play a regulatory role in certain aspects of CAI-induced innate and adaptive immune responses (e.g., phagocytosis, antigen presentation, and T cell infiltration/activation), thereby impeding intraocular immune privilege. This, at least partially, resembles graft rejection diseases where lymphatic vessels serve as an immune reflex arc to facilitate the migration of antigen presenting cells to draining lymph nodes and to evoke the subsequent activation of pathogenic CD4^+^/CD8^+^ T cell subsets for graft rejection (24, 76–78). Such a pathogenic effect of neolymphatics was observed in cornea, liver, or kidney allograft rejection (79–81), and antilymphangiogenesis therapy can prolong graft survival (82, 83). Similarly, allergen-induced conjunctival or airway lymphangiogenesis can promote antigen presentation and the subsequent allergy-specific inflammatory cascade and clinical signs (27, 84). By contrast, lymphatic vessels are capable of ameliorating chronic inflammation and edema in the bacterial keratitis model (85), reinforcing the notion that lymphangiogenesis plays context-dependent roles in different disease and tissue settings. Furthermore, the lymphatic vasculature has not been well studied in the autoimmune conditions, but current evidence supports the idea that lymphatic dysfunction may contribute to the development of autoimmunity (86). While uveitis is a frequent complication of systemic autoimmune disorders (87), whether such a condition can induce lymphangiogenesis in the uveal tract requires further studies.

Of note, we found that intracameral injections PBS in the second week following CAI can alleviate neolymphatic formation and T cell accumulation in the iris (see PBS injection in Figure 3E and Figure 5E). We speculate that paracentesis per se may have diluted the proinflammatory cytokines and prolymphangiogenic factors in the anterior chamber, thereby attenuating regional inflammation and lymphangiogenesis. As such, surgical management could be a valid option to relieve intraocular inflammation at the early stage after injury.

Still, our findings were only based on mouse experiments in a relatively short period after injury. Whether injury can also induce lymphangiogenesis in the iris or other intraocular tissues in patients and, if it can, how this affects the ocular pathophysiology in the long-term remain to be investigated. Recent advancements in the development of state-of-the-art lymphangiography (88) may aid in establishing the pathways/patterns of lymphatic drainage in intraocular tissues and in guiding for possible diagnostic and interventional applications. Furthermore, a more comprehensive single-cell transcriptomic analysis may be a better approach to understanding the complex immunogenic pathways in the residential and circulating immune cells and their crosstalk with the neolymphatics in the context of CAI or other inflammatory eye injury diseases; this research is ongoing.

In summary, this work reveals injury-induced lymphangiogenesis in the iris and establishes its detrimental effect on intraocular inflammation. We suggest that the iridial neolymphatics promote phagocytosis and antigen presentation process and facilitate the subsequent T cell–mediated adaptive immune response, thereby deteriorating regional inflammation and retinal injury. Finally, we show that inhibition of VEGFR3-dependent lymphangiogenesis is beneficiary to the prevention of intraocular tissue damage following CAI, thus providing a therapeutic target for ocular inflammatory diseases.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Mice and inducible genetic experiments.

All mice were on a C57BL/6J background and were maintained in-house under specific pathogen–free (SPF) conditions. *VEGFR3^fl/fl^* (89), *Prox1-CreER^T2^* (50), and *CDH5-CreER^T2^* (51) mice were provided by K. Alitalo (University of Helsinki, Helsinki, Finland), T. Makinen, and R. Adams (both from Cancer Research UK London Research Institute, London). *CAG-tdTomato* (The Jackson Laboratory, 007909) (49) reporter mice were interbred with *Prox1-CreER^T2^*, *CDH5-CreER^T2^, PDGFRB-CreER^T2^* (The Jackson Laboratory, 029684) (52), or *CX3CR1-CreER^T2^* (The Jackson Laboratory, 021160) (90) mice. For genetic cell fate tracking, TAM (MilliporeSigma, T5648; 3 × 80 mg/kg body weight; dissolved in peanut oil) was administered i.p. to *CAG-tdTomato;Prox1-CreER^T2^, CAG-tdTomato;CDH5-CreER^T2^, CAG-tdTomato;PDGFRB-CreER^T2^*, or *CAG-tdTomato;CX3CR1-CreER^T2^* mice at postnatal week 4. LEC-specific *VEGFR3* depletion was induced in *VEGFR3^fl/fl^*;*Prox1CreER^T2^* mice by daily i.p. injections of TAM (80 mg/kg body weight) on days 13–17 after CAI (see below), and littermate *VEGFR3^fl/fl^* mice that received the same TAM administration were used as controls. In the indicated experiments, WT mice were randomly allocated to receive 3 intracameral injections of 150 ng recombinant human VEGFC-156S (R&D Systems, 752-VC) (2) or PBS on days 16–18 after CAI. Animals were included based on their proper age and genotype, and both male and female mice were used.

### CAI model.

The CAI model was established as described previously (40). Six-week-old mice were anesthetized with 50 mg/kg pentobarbital sodium and placed on a body warming pad, and topical anesthesia eye drop (proparacaine hydrochloride, Alcon, 1370) was applied to the cornea for 30 seconds. A 2 mm round filter paper infiltrated with 0.5 μL of 1 M sodium hydroxide solution (Sigma, S2770) was placed on the cornea for 60 seconds with no direct contact with the limbus. Thereafter, the injured cornea was gently rinsed with sterile saline for at least 60 seconds and covered by topical antibiotic gel (Ofloxacin Eye Ointment, Shenyang Xingqi Pharmaceutical Co.). PBS-operated mouse eyes were used as the sham controls. Slit-lamp observations and pharmacological procedures at later time points were performed as indicated.

### Immunofluorescence staining.

For whole-mount staining of the iris and cornea, mice under anesthesia were perfused with PBS and then 2% paraformaldehyde (PFA, Sigma, 158127). Enucleated eyeballs were then fixed in 4% PFA for another 30 minutes. The iris and cornea whole tissues were dissected, rinsed with PBS, and blocked with a solution containing 5% donkey serum (Solarbio, SL050), 2% BSA (MP Biomedicals, 2180728), and 1% Triton X-100 (Sigma, X100-500ML) for 1 hour, then incubated with the indicated primary antibodies (Supplemental Table 1) overnight in a cold room and with fluorescently labeled secondary antibodies for 1.5 hours at room temperature with three 15-minute PBS washes after each antibody incubation. Alternatively, frozen sectioned eyeball samples (20 μm in thickness) were processed and subjected to immunostaining using appropriate antibodies as indicated.

### Histology.

Eyeballs were collected, fixed with 4% PFA for 2 hours, and processed according to the standard paraffin embedding and sectioning procedure. H&E or Masson’s trichrome staining was then performed.

### Image data collection and quantitation.

All stitched or unstitched fluorescence microscopy images of the tissue whole mounts or sections were captured using a Nikon CS2 confocal microscope or a Tissue FAXS (TissueGnostics) imaging system. The density, diameter, sprouting branch counts, and vessel endpoint counts of all LYVE1^+^CD31^+^ or Prox1^+^ lymphatic vessels were measured in the merged whole-plane images of the corneal or iridial whole mounts using ImageJ software (NIH) (91). The percentage of tdTomato^+^ lymphatic area out of LYVE1^+^Prox1^+^ lymphatic area or the density of immune cells was measured in at least 3 fields of interest per mouse eye sample. Cervical lymph nodes (4–8 per mouse) were obtained, and their short-axis diameter was measured. Data were then averaged, and the values in individual mice were reported.

### RNA-Seq.

For bulk RNA-Seq analysis, the iris tissues were collected at week 10 from *VEGFR3^iLECko^* and *VEGFR3^fl/fl^* mice that received CAI or sham treatment at week 6. In brief, the anterior segment of the eyeball was dissected. After complete removal of the shell of the anterior segment (the cornea and limbus) and the lens and surrounding zonular fibers, a blunt dissection was performed at the root of the iris (anterior to the ciliary body) to isolate the iris from the ciliary body. To exclude any adjacent tissues attached on the iris, we carefully trimmed the outer edge (~1 mm) of the iris tissue. The remaining iris tissue (~3 mm in diameter) was used for RNA-Seq analyses. To obtain sufficient and eligible RNA, 3 mouse irises with identical genotypes were combined as 1 sample (3 samples in each group), and 3 sequencing experiments (3 × 3 mice in each group) were conducted. RNA quality was evaluated by using a Fragment Analyzer. RNA-Seq libraries were generated from 1 μg of qualified RNA using the Illumina TruSeq mRNA sample preparation kit (Illumina). Sequencing was performed on DNBSEQ with a read length of SE50 on the BGIseq500 platform (BGI Group). Filtered clean reads were aligned to the mouse genome using hierarchical indexing for spliced alignment of transcripts 2 (HISAT2, v2.0.4) and Bowtie2 (v2.2.5). After removal of rare genes (transcripts per million [TPM] < 2 in all groups), gene expression comparisons of DEGs (*P*_adj_ < 0.05) were conducted using DESeq2 (v1.4.5) with the following thresholding parameters: fold change > 1.5 and *P*_adj_ < 0.05 after Benjamini-Hochberg multiple testing corrections. 

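The deposited values were counts, so TPM were approximated here from the length of the longest GENCODE M21 transcript of each gene, for 17740 of 18349 genes. *Cacna1e* (NCBI Gene ID 12290) had 31, 19 and 22 counts in the Sham libraries, 33, 22 and 22 in the injured *VEGFR3 fl/fl* libraries and 26, 23 and 30 in the libraries labelled injured *VEGFR3 iLECko*. Its mean approximate TPM was 0.259, 0.234 and 0.263, and its highest in a single library was 0.342, 0.285 and 0.30. *Atp6v1c2* (NCBI Gene ID 68775) had 6, 25 and 10 counts in Sham, 27, 3 and 3 in injured *VEGFR3 fl/fl* and 4, 6 and 5 in injured *VEGFR3 iLECko* libraries. Its mean approximate TPM was 1.38, 0.920 and 0.476, with 2.47 in Sham replicate 2 and 2.22 in injured *VEGFR3 fl/fl* replicate 1. The Sham mean was 0.832 without Sham replicate 2, and the injured *VEGFR3 fl/fl* mean was 0.270 without injured replicate 1. With the median transcript length of each gene in place of the longest, an alternative chosen after the data were seen, the mean approximate TPM of *Atp6v1c2* was 0.710, 0.509 and 0.249 in the 3 groups. *Optc* and *Best2*, from a list of ciliary body genes written by hand, had 360 to 515 and 98.7 to 110 CPM in Sham libraries.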

We then confirmed that expression of ATP6V1C2 and CACNA1E, which are responsible for humor secretion and transportation in the ciliary body (92), were undetectable (TPM < 1) in all data sets, thereby ensuring that the iris tissue was not contaminated by the adjacent ciliary body tissue. Thereafter, a volcano plot and Venn diagram were generated, and KEGG and GO analyses were conducted based on the identified DEGs. GSEA of the RNA-Seq data was also performed, with *P*_adj_ < 0.05 (after Benjamini-Hochberg multiple testing corrections) to be considered statistically significant. Please refer to Supplemental Table 2 for the indicated GO terms.

### Statistics.

Data (except for the RNA-Seq data) were analyzed using Prism 9 (GraphPad Software). Statistical power analyses using the preliminary animal model data indicate that a sample size of at least 4 mice per group in the morphological tests for lymphatic coverage, width, sprouting branch counts, and endpoints is necessary to achieve a 0.8 power and α = 0.05. For cell count experiments, multiple measurements based on at least 3 fields of interest per mouse eye sample were averaged prior to statistical analysis. Scatterplots of individual data points with the mean ± SEM are shown. Comparisons between 2 groups were done by Mann-Whitney *U* test, and multiple-group comparisons were performed by 1-way ANOVA followed by the Tukey post hoc test (for data with distribution normality and equal variances) or Welch’s 1-way ANOVA followed by the Dunnett T3 post hoc test (for data with distribution normality and unequal variances). A *P* value less than 0.05 was considered statistically significant.

### Study approval.

All animal experiments were conducted in compliance with the requirements of the IACUC of Zhongshan Ophthalmic Center, Sun Yat-sen University, and of the Use of Animals in Ophthalmology and Vision Research.

### Data availability.

The raw data sets and matrix files from the RNA-Seq analysis are available in the NCBI GEO database (accession no. GSE240269). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

ZL, KL, SS, SS, XC, XG, WW, KM, and RY performed the experiments. ZL, WW, LZ, WW, and WZ carried out data analysis. BL, FZ, and XL provided critical reagents or expertise. ZL, BL, XL, and FZ designed the experiments and wrote the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
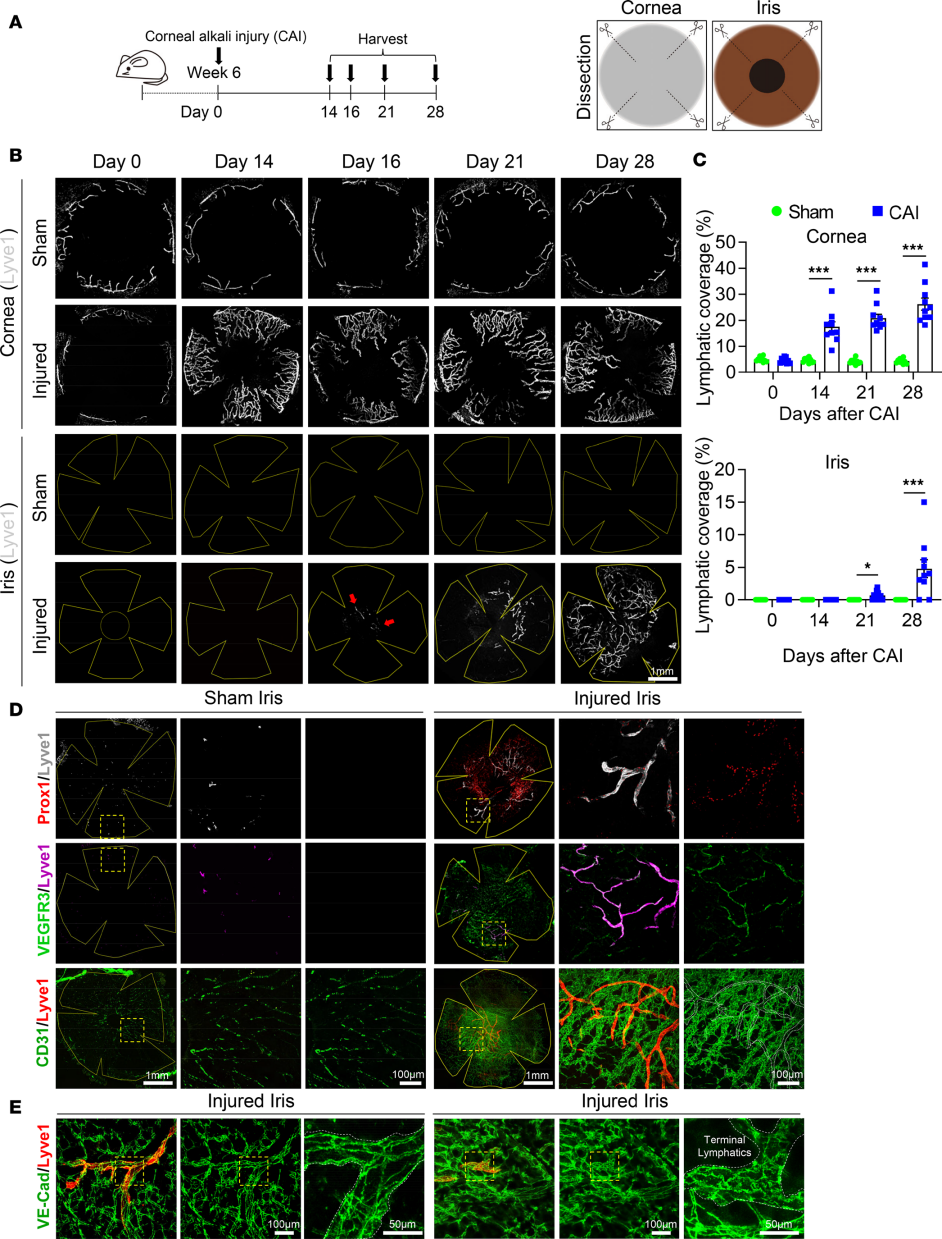
Corneal alkali injury (CAI) induces iridial lymphangiogenesis. (**A**) Schematic showing experimental timeline of CAI and analysis of lymphangiogenesis in the cornea and iris on days 0, 14, 16, 21, and 28. (**B**) Immunofluorescence staining of LYVE1^+^ lymphatic vessels in cornea and iris tissue whole mounts from mice at the indicated days after CAI or sham treatment. The CAI or sham treatment was done by placing a 2 mm round filter paper infiltrated with 0.5 μL of 1 M sodium hydroxide solution (CAI) or PBS (sham) on the cornea for 60 seconds. Note that sparse LYVE1^+^ neolymphatics initially formed in the iris whole mounts on day 16 after CAI and underwent expansion thereafter (see arrows). Scale bar: 1 mm. (**C**) Quantitation of Lyve1^+^ lymphatic covered area in the cornea and iris from mice received CAI or sham treatment at the indicated time points following CAI. All data are mean ± SEM. *n* = 10 mice per group. Each dot represents 1 mouse. *P < 0.05, **P < 0.01, ***P < 0.001. Mann-Whitney *U* test. (**D**) Characterization of expression of common lymphatic endothelial cell (LEC) markers (LYVE1, Prox1, VEGFR3, and CD31) in CAI-induced iridial neolymphatics in mice, compared with sham control mice, on day 28 after the treatment. Scale bars: 1 mm and 100 μm. (**E**) VE-cadherin and Lyve1 staining of the iris tissue whole mounts from mice on day 28 after the CAI or sham treatment. Scale bars: 100 μm and 50 μm.

**Figure 2:**
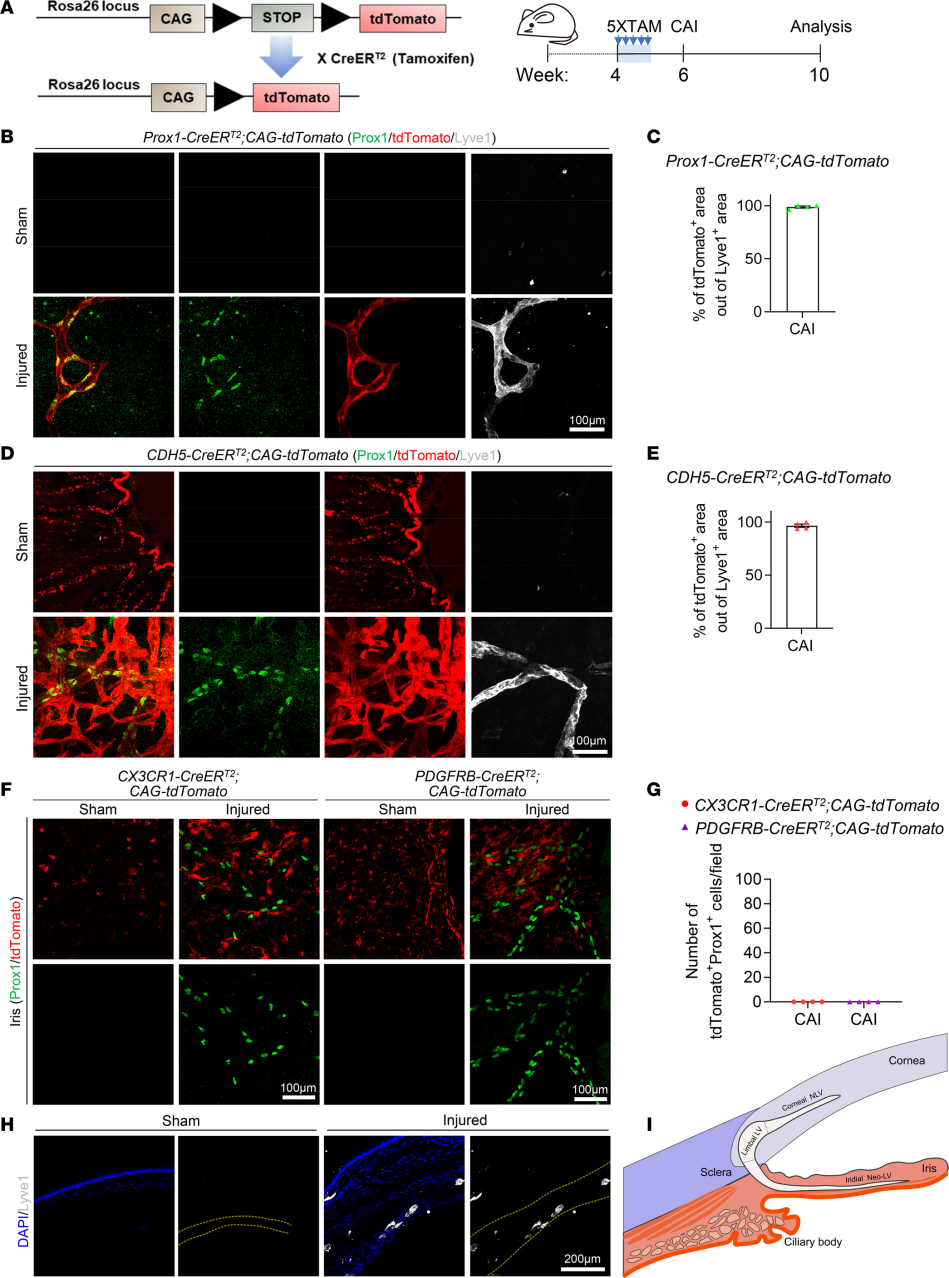
LECs in CAI-induced neolymphatics have a Prox1^+^, CDH5^+^, PDGFRβ^–^, and CX3CR1^–^ lineage. (**A**) Schematic showing generation of mice harboring the *CAG-tdTomato* reporter and *CreER^T2^* transgene and experimental timeline of tamoxifen (TAM) administration and CAI for lineage tracing in the indicated mouse lines in **B**–**G**. Arrows indicate TAM administered 5 times (80 mg/kg) i.p. injections in week 4, followed by CAI treatment at week 6 and analysis at week 10. (**B** and **D**) Representative tdTomato, Prox1, and Lyve1 immunostaining images of the iris whole mounts from *Prox1-CreER^T2^;CAG-tdTomato* (**B**) or *CDH5-CreER^T2^;CAG-tdTomato* (**D**) mice at week 10 that received TAM administered 5 times i.p. in week 4 and CAI treatment at week 6. Note overlapping of tdTomato-labeled area with Prox1/Lyve1-labeled lymphatic areas in both mouse lines with CAI treatment, indicating that LECs in CAI-induced neolymphatics originate from Prox1^+^ and CDH5^+^ existing lymphatics. Scale bars: 100 μm. (**C** and **E**) Quantification of the ratio of tdTomato-labeled area and Prox1/Lyve1-labeled area in **B** and **D**. Data are shown as mean ± SEM. *n* = 4 mice per group. Each dot represents 1 mouse. (**F**) Representative immunostaining images of tdTomato and Prox1 of the iris whole mounts from *PDGFRB-CreER^T2^;CAG-tdTomato* or *CX3CR1-CreER^T2^;CAG-tdTomato* mice at week 10 that received TAM administered 5 times i.p. in week 4 and CAI or sham treatment at week 6. Note that Prox1 staining does not overlap with tdTomato-labeled area in both mouse lines with CAI treatment, indicating that LECs in CAI-induced neolymphatics do not originate from PDGFRβ^+^ mural cells or CX3CR1^+^ myeloid cells. Scale bar: 100 μm. (**G**) Quantification of number of Prox1 and tdTomato double-positive cells in **F**. Data are shown as mean ± SEM. *n* = 4 mice per group. Each dot represents 1 mouse. (**H**) Immunofluorescence staining for Lyve1 in sagittal cryosections of the anterior segment of the eyes from WT mice at week 10 that received CAI or sham treatment at week 6. The dotted line depicts the injured iris. Scale bar: 200 μm. (**I**) Diagram showing possible route of the induction of the iridial neolymphatics from existing limbal lymphatic vessels (LVs).

**Figure 3:**
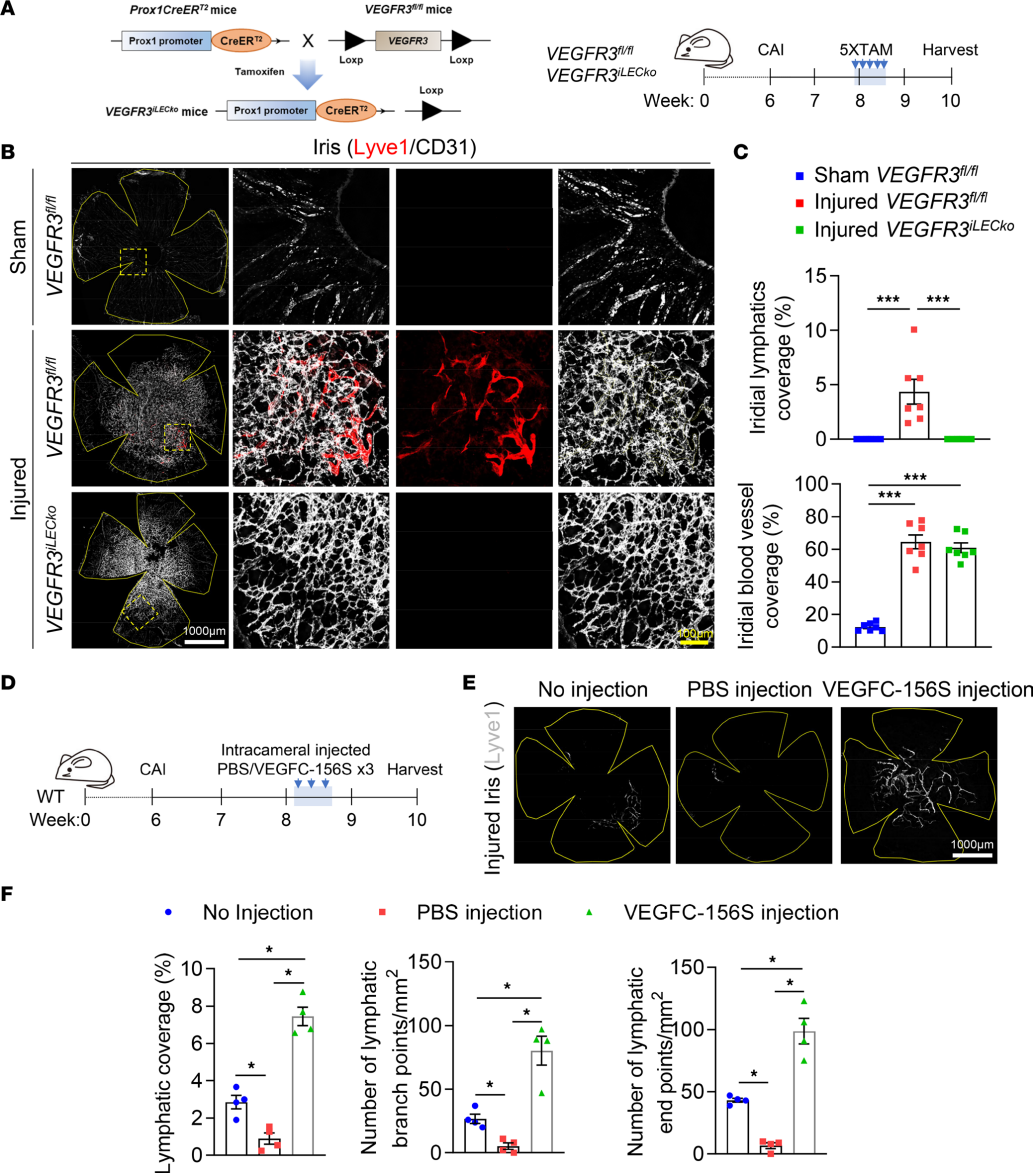
CAI-induced iridial lymphangiogenesis depends on VEGFC/VEGFR3 signaling. (**A**) Schematic showing generation of mice harboring the *VEGFR3^fl/fl^* allele and *Prox1*-*CreER^T2^* transgene and experimental timeline of TAM administration for conditional deletion of the *VEGFR3* gene (referred to as *VEGFR3^iLECko^*) and CAI in **B** and **C**. Mice received CAI or sham treatment at week 6, followed by TAM administered 5 times (80 mg/kg) i.p. between days 13 and 17 and analysis on day 28 after CAI. (**B**) CD31 and Lyve1 immunostaining images of the iris whole mounts from *VEGFR3^iLECko^* and *VEGFR3^fl/fl^* mice that received CAI or sham treatment at week 6, followed by TAM administered 5 times (80 mg/kg) i.p. between days 13 and 17 and analysis on day 28 after CAI. Note ablation of lymphatics in the injured *VEGFR3^iLECko^* mouse group. Scale bars: 1,000 μm and 100 μm. (**C**) Quantification of Lyve1^+^ lymphatic vessel and CD31^+^ blood vessel coverage in the iris in mice in **B**. Data are shown as mean ± SEM. *n* = 7 mice per group. Each dot represents 1 mouse. ***P < 0.001. One-way ANOVA with the Tukey post hoc test. (**D**) Experimental timeline of VEGFC-156S administration and CAI in **E** and **F**. Mice received CAI or sham treatment at week 6, followed by 150 ng administered 3 times VEGFC-156S or PBS intracameral injections between days 16 and 18 and analysis on day 28 after CAI. (**E**) Lyve1 immunostaining images of the iris whole mounts from WT mice that received CAI treatment at week 6, followed by 150 ng administered 3 times VEGFC-156S or PBS intracameral injections and analysis on day 28 after CAI. Note that intracameral injections with PBS alone could inhibit CAI-induced iridial lymphangiogenesis, compared with no injection controls, and that VEGFC-156S administration could promote CAI-induced iridial lymphangiogenesis. Scale bar: 1,000 μm. (**F**) Quantification of Lyve1^+^ lymphatic vessel coverage, branches, and terminal endpoints in the iris in mice in **E**. Data are shown as mean ± SEM. *n* = 4 mice per group. Each dot represents 1 mouse. *P < 0.05. Mann-Whitney *U* test.

**Figure 4:**
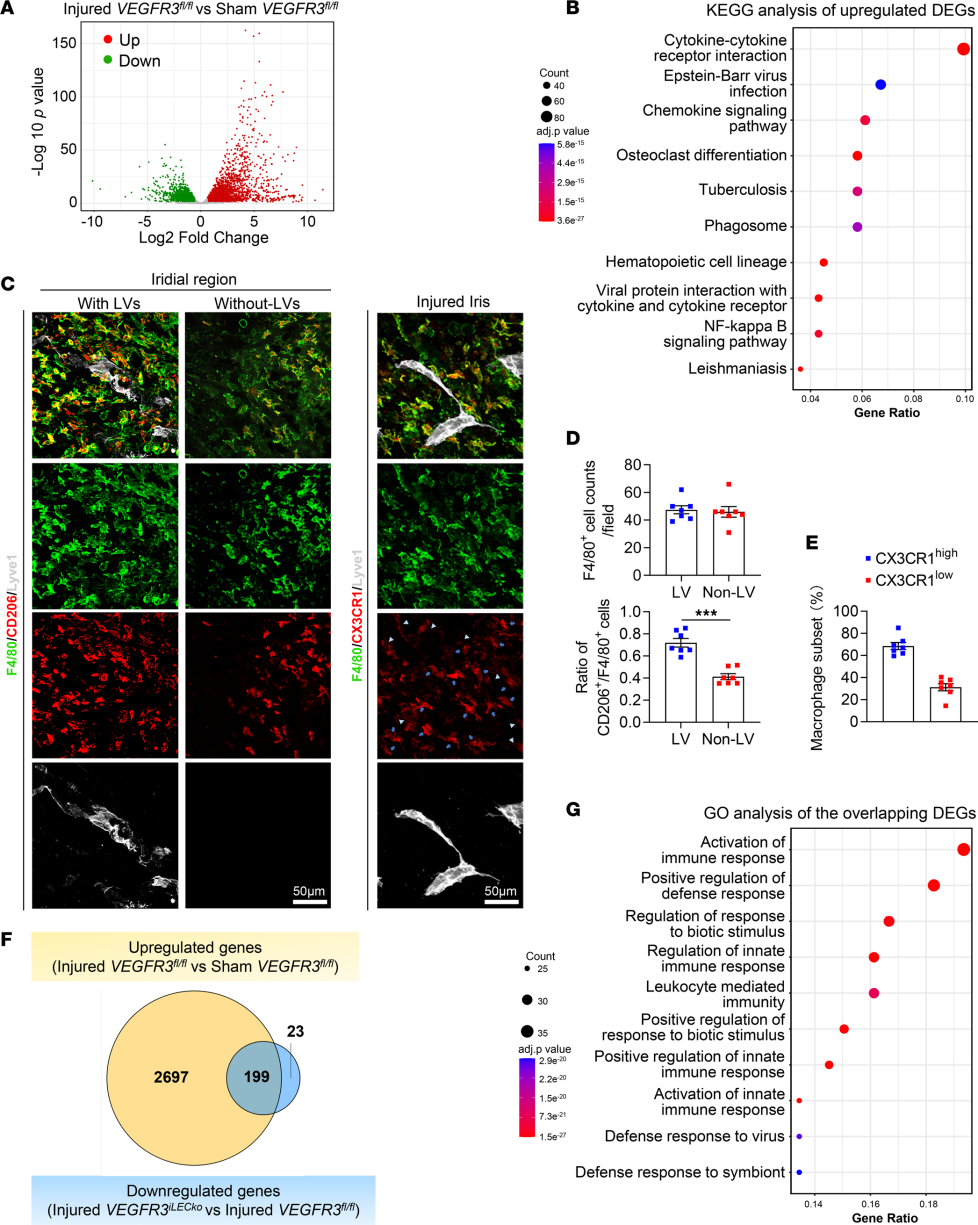
Transcriptomic characterization of CAI-treated iris tissues. (**A**) Volcano plot showing CAI-induced 2,896 upregulated differentially expressed genes (DEGs) and 2,332 downregulated DEGs in the iris, as revealed by bulk RNA-Seq analysis of iris tissues dissected from *VEGFR3^fl/fl^* mice with CAI or sham treatment. (**B**) KEGG analysis of upregulated DEGs in **A**. Dot size and color scale intensities represent counts of DEGs and *P*_adj_ values of the enriched pathways, respectively. (**C**) Immunostaining images for F4/80, CD206, and CX3CR1 in the iridial tissue regions with or without lymphatic vessel (LV) coverage in CAI-treated *VEGFR3^fl/fl^* mice. Arrows and arrowheads indicate CX3CR1^hi^ and CX3CR1^lo^ macrophages, respectively. Scale bar: 50 μm. (**D**) Quantification of CD206^+^ (M2) macrophage counts out of F4/80^+^ total macrophage counts in **C** (*n* = 7). Data are shown as mean ± SEM. *n* = 7 mice per group. Each dot represents 1 mouse. ***P < 0.001. Mann-Whitney *U* test. (**E**) Quantification of CX3CR1^hi^ and CX3CR1^lo^ subsets in F4/80^+^ total macrophage population in **C**. Data are shown as mean ± SEM. *n* = 7 mice per group. Each dot represents 1 mouse. (**F**) Venn diagram showing intersection between the upregulated DEGs in the injured *VEGFR3^fl/fl^* versus Sham *VEGFR3^fl/fl^* mouse groups and the downregulated DEGs in the injured *VEGFR3^iLECko^* versus injured *VEGFR3^fl/fl^* mouse groups. (**G**) GO analysis of the overlapping 199 DEGs in **F**. Dot size and color scale intensities represent counts of DEGs and *P*_adj_ values of the enriched pathways, respectively.

**Figure 5:**
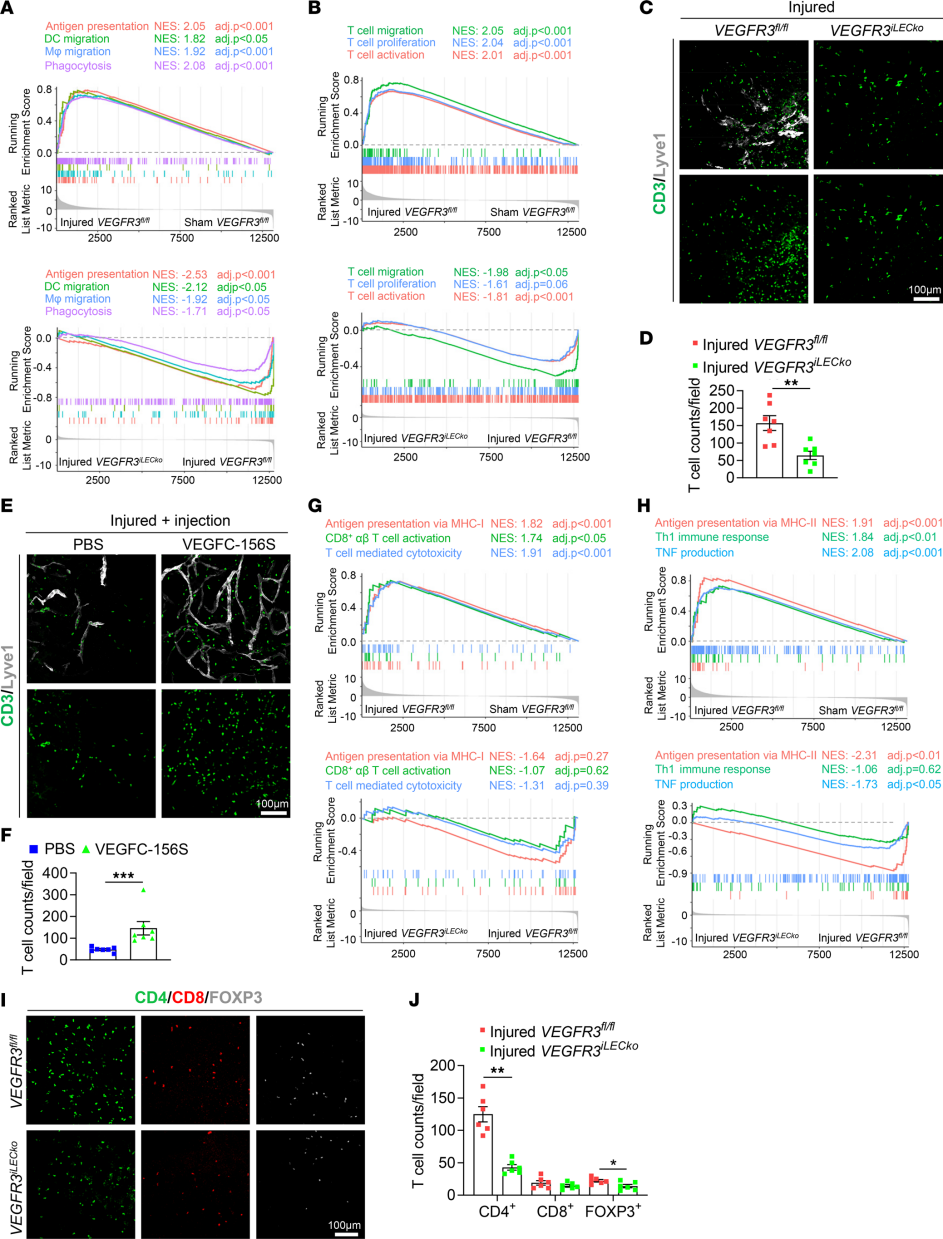
Iridial neolymphatics promote phagocytosis, antigen presentation, and T cell infiltration/activation following CAI. (**A** and **B**) GSEA showing expression profiles of phagocytosis/antigen presentation/DC/macrophage/T cell–related immunogenic pathways in the iris tissues following CAI and *VEGFR3* depletion. *P*_adj_ < 0.05 (after Benjamini-Hochberg multiple testing corrections) is considered statistically significant. NES, normalized enrichment score. (**C**) CD3 and Lyve1 staining of the iris tissue whole mounts from *VEGFR3^iLECko^* and *VEGFR3^fl/fl^* mice that received CAI at week 6, followed by TAM administered 5 times i.p. between days 13 and 17 and analysis on day 28 after CAI. (**D**) Quantification of CD3^+^ T cell counts (per 20× field) in **C**. Data are shown as mean ± SEM. *n* = 7 mice per group. Each dot represents 1 mouse. **P < 0.01. Mann-Whitney *U* test. (**E**) CD3 and Lyve1 staining of the iris tissue whole mounts from WT mice that received CAI at week 6, followed by VEGFC-156S or PBS intracameral injections administered 3 times between days 16 and 18 and analysis on day 28 after CAI. Note that intracameral injections with PBS alone could alleviate T cell infiltration to the injured iris and that VEGFC-156S administration could promote T cell infiltration following. (**F**) Quantification of CD3^+^ T cell counts (per 20× field) in **E**. Data are shown as mean ± SEM. *n* = 7 mice per group. Each dot represents 1 mouse. ***P < 0.001. Mann-Whitney *U* test. (**G** and **H**) GSEA showing expression profiles of the indicated antigen presentation/T cell–related immunogenic pathways in the iris tissues following CAI and *VEGFR3* depletion. *P*_adj_ < 0.05 (after Benjamini-Hochberg multiple testing corrections) is considered statistically significant. NES, normalized enrichment score. (**I**) CD4, CD8, and FOXP3 staining of the iris tissues from *VEGFR3^iLECko^* and *VEGFR3^fl/fl^* mice that received CAI at week 6, followed by TAM administered 5 times i.p. between days 13 and 17 and analysis on day 28 after CAI. (**J**) Quantification of CD4^+^, CD8^+^, and FOXP3^+^ T cell counts (per 20× field) in **I**. Scale bars: 100 μm (**C**, **E**, and **I**). Data are shown as mean ± SEM. *n* = 6 mice per group. Each dot represents 1 mouse. *P < 0.05, **P < 0.01. Mann-Whitney *U* test.

**Figure 6:**
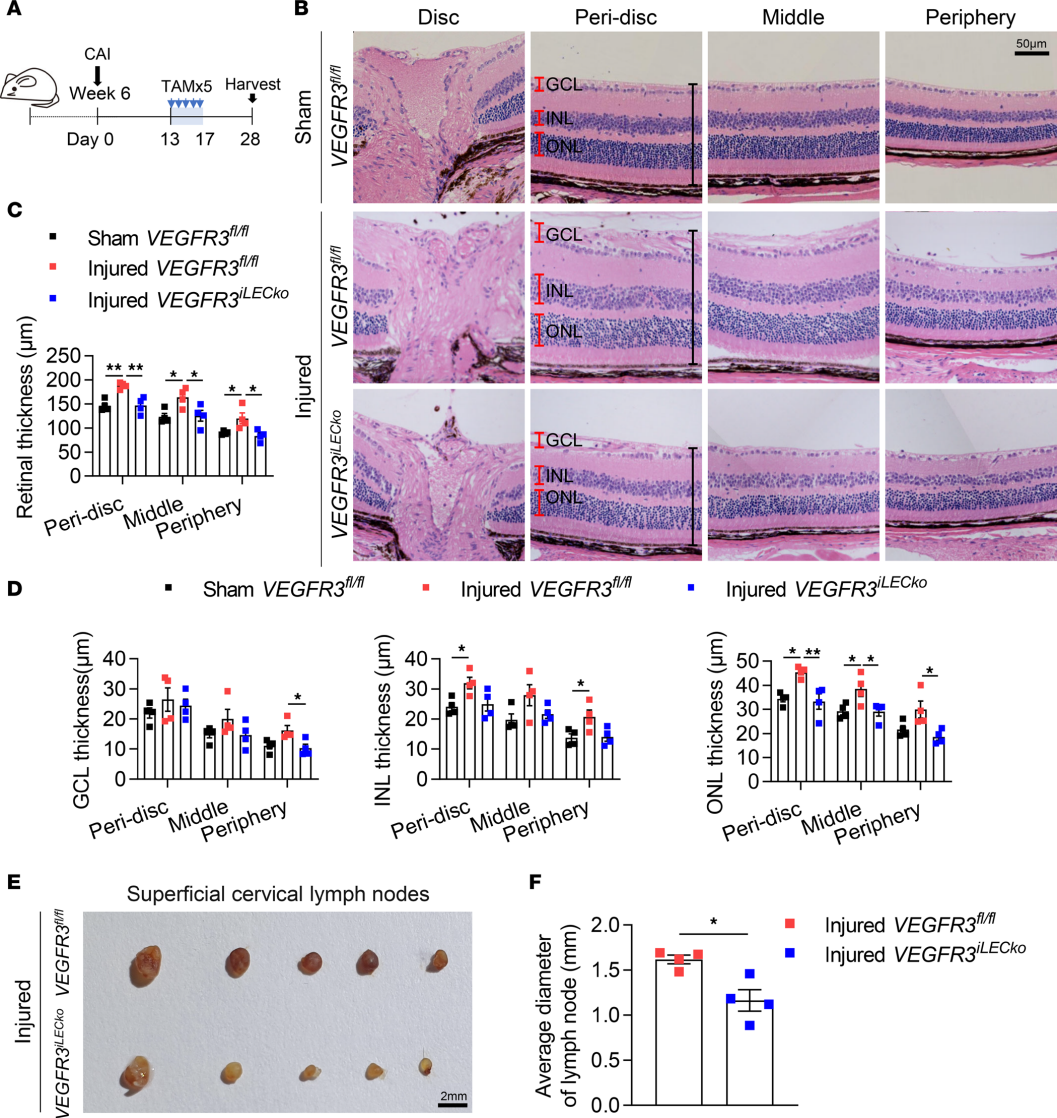
Inhibition of lymphangiogenesis alleviates CAI-induced retinal edema and enlargement of cervical lymph nodes. (**A**) Experimental timeline of TAM administration CAI in **B**–**F**. Mice received CAI or sham treatment at week 6, followed by TAM administered 5 times (80 mg/kg) i.p. between days 13 and 17 and analysis on day 28 after CAI. (**B**) Histological assessment of CAI-induced retina edema. Shown are representative images of the optic disc, peri-disc, middle, and peripheral regions in cross-sectioned retinas from *VEGFR3^iLECko^* and *VEGFR3^fl/fl^* mice with CAI or sham treatment. Scale bar: 50 μm. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. (**C**) Quantitation of thickness of the peri-disc, middle, and peripheral retinal regions in **B**. Data are shown as mean ± SEM. *n* = 4 mice per group. Each dot represents 1 mouse. *P < 0.05, **P < 0.01. One-way ANOVA with the Tukey post hoc test. (**D**) Quantitation of GCL, INL, and ONL thickness in the peri-disc, middle, and peripheral retinal regions in **B**. Data are shown as mean ± SEM. *n* = 4 mice per group. Each dot represents 1 mouse. *P < 0.05, **P < 0.01. One-way ANOVA with the Tukey post hoc test. (**E** and **F**) Images and the average diameter of cervical lymph nodes from *VEGFR3^iLECko^* and *VEGFR3^fl/fl^* mice with CAI or sham treatment. Scale bar: 2 mm. Data are shown as mean ± SEM. Each dot represents the average diameter of lymph nodes obtained from 1 mouse. *n* = 4 mice per group. *P < 0.05. Mann-Whitney *U* test.

## References

[1] Petrova TV, Koh GY (2020). Biological functions of lymphatic vessels. Science.

[2] Klotz L (2015). Cardiac lymphatics are heterogeneous in origin and respond to injury. Nature.

[3] Biswas L (2023). Lymphatic vessels in bone support regeneration after injury. Cell.

[4] D’Alessio S (2014). VEGF-C-dependent stimulation of lymphatic function ameliorates experimental inflammatory bowel disease. J Clin Invest.

[5] Hsu M (2019). Neuroinflammation-induced lymphangiogenesis near the cribriform plate contributes to drainage of CNS-derived antigens and immune cells. Nat Commun.

[6] Huggenberger R (2011). An important role of lymphatic vessel activation in limiting acute inflammation. Blood.

[7] Song E (2020). VEGF-C-driven lymphatic drainage enables immunosurveillance of brain tumours. Nature.

[8] Baluk P (2009). TNF-alpha drives remodeling of blood vessels and lymphatics in sustained airway inflammation in mice. J Clin Invest.

[9] Baluk P (2013). Transgenic overexpression of interleukin-1β induces persistent lymphangiogenesis but not angiogenesis in mouse airways. Am J Pathol.

[10] Tan KW (2014). Inflammatory lymphangiogenesis: cellular mediators and functional implications. Angiogenesis.

[11] Kataru RP (2009). Critical role of CD11b+ macrophages and VEGF in inflammatory lymphangiogenesis, antigen clearance, and inflammation resolution. Blood.

[12] Kim H (2014). Inflammation-associated lymphangiogenesis: a double-edged sword?. J Clin Invest.

[13] Cursiefen C (2014). VEGF-A stimulates lymphangiogenesis and hemangiogenesis in inflammatory neovascularization via macrophage recruitment. J Clin Invest.

[14] Maruyama K (2005). Inflammation-induced lymphangiogenesis in the cornea arises from CD11b-positive macrophages. J Clin Invest.

[15] Kerjaschki D (2006). Lymphatic endothelial progenitor cells contribute to de novo lymphangiogenesis in human renal transplants. Nat Med.

[16] Lee JY (2010). Podoplanin-expressing cells derived from bone marrow play a crucial role in postnatal lymphatic neovascularization. Circulation.

[17] Oliver G (2010). The lymphatic vasculature in the 21^st^ century: novel functional roles in homeostasis and disease. Cell.

[18] Brakenhielm E, Alitalo K (2019). Cardiac lymphatics in health and disease. Nat Rev Cardiol.

[19] Vieira JM (2018). The cardiac lymphatic system stimulates resolution of inflammation following myocardial infarction. J Clin Invest.

[20] Vuorio T (2014). Lymphatic vessel insufficiency in hypercholesterolemic mice alters lipoprotein levels and promotes atherogenesis. Arterioscler Thromb Vasc Biol.

[21] Hsu SJ (2021). Enhanced meningeal lymphatic drainage ameliorates neuroinflammation and hepatic encephalopathy in cirrhotic rats. Gastroenterology.

[22] Da MS (2018). Functional aspects of meningeal lymphatics in ageing and Alzheimer’s disease. Nature.

[23] Louveau A (2018). CNS lymphatic drainage and neuroinflammation are regulated by meningeal lymphatic vasculature. Nat Neurosci.

[24] Dietrich T (2010). Cutting edge: lymphatic vessels, not blood vessels, primarily mediate immune rejections after transplantation. J Immunol.

[25] Edwards LA (2018). Chronic rejection of cardiac allografts is associated with increased lymphatic flow and cellular trafficking. Circulation.

[26] Donnan MD (2021). The lymphatics in kidney health and disease. Nat Rev Nephrol.

[27] Lou B (2022). Alleviating experimental allergic eye disease by inhibiting pro-lymphangiogenic VEGFR3 signal. Ocul Surf.

[28] Medoff BD (2008). T cell trafficking in allergic asthma: the ins and outs. Annu Rev Immunol.

[29] Engelhardt B (2017). The movers and shapers in immune privilege of the CNS. Nat Immunol.

[30] Clahsen T (2023). The novel role of lymphatic vessels in the pathogenesis of ocular diseases. Prog Retin Eye Res.

[31] Streilein JW (2003). Ocular immune privilege: therapeutic opportunities from an experiment of nature. Nat Rev Immunol.

[32] Lou B (2022). A single-cell transcriptomic atlas of the human ciliary body. Cell Mol Life Sci.

[33] Bock F (2016). Identification of novel endogenous anti(lymph)angiogenic factors in the aqueous humor. Invest Ophthalmol Vis Sci.

[34] Bock F (2013). Novel anti(lymph)angiogenic treatment strategies for corneal and ocular surface diseases. Prog Retin Eye Res.

[35] Shi W (2011). Features of corneal neovascularization and lymphangiogenesis induced by different etiological factors in mice. Graefes Arch Clin Exp Ophthalmol.

[36] Dua HS (2020). Chemical eye injury: pathophysiology, assessment and management. Eye (Lond).

[37] Choi H (2017). Comprehensive modeling of corneal alkali injury in the rat eye. Curr Eye Res.

[38] Yan H (2010). Lymphatic vessels correlate closely with inflammation index in alkali burned cornea. Curr Eye Res.

[39] Aketa N (2017). Iris damage is associated with elevated cytokine levels in aqueous humor. Invest Ophthalmol Vis Sci.

[40] Paschalis EI (2017). Mechanisms of retinal damage after ocular alkali burns. Am J Pathol.

[41] Quesada JM (2020). Ocular chemical burns in the workplace: epidemiological characteristics. Burns.

[42] Wigle JT, Oliver G (1999). Prox1 function is required for the development of the murine lymphatic system. Cell.

[43] Dumont DJ (1998). Cardiovascular failure in mouse embryos deficient in VEGF receptor-3. Science.

[44] Zhang F (2020). Lymphatic endothelial cell junctions: molecular regulation in physiology and diseases. Front Physiol.

[45] Liao S, Von der Weid PY (2014). Inflammation-induced lymphangiogenesis and lymphatic dysfunction. Angiogenesis.

[46] Srinivasan RS (2007). Lineage tracing demonstrates the venous origin of the mammalian lymphatic vasculature. Genes Dev.

[47] Pichol-Thievend C (2018). A blood capillary plexus-derived population of progenitor cells contributes to genesis of the dermal lymphatic vasculature during embryonic development. Development.

[48] Ulvmar MH (2016). Pdgfrb-Cre targets lymphatic endothelial cells of both venous and non-venous origins. Genesis.

[49] Madisen L (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat Neurosci.

[50] Bazigou E (2011). Genes regulating lymphangiogenesis control venous valve formation and maintenance in mice. J Clin Invest.

[51] Wang Y (2010). Ephrin-B2 controls VEGF-induced angiogenesis and lymphangiogenesis. Nature.

[52] Gerl K (2015). Inducible glomerular erythropoietin production in the adult kidney. Kidney Int.

[53] Zhao XF (2019). Targeting microglia using Cx3cr1-cre lines: revisiting the specificity. eNeuro.

[54] Visuri MT, H et al (2015). VEGF-C and VEGF-C156S in the pro-lymphangiogenic growth factor therapy of lymphedema: a large animal study. Angiogenesis.

[55] Dick SA (2019). Self-renewing resident cardiac macrophages limit adverse remodeling following myocardial infarction. Nat Immunol.

[56] Gordon S, Martinez FO (2010). Alternative activation of macrophages: mechanism and functions. Immunity.

[57] Kasuga Y (2023). FBXO11 constitutes a major negative regulator of MHC class II through ubiquitin-dependent proteasomal degradation of CIITA. Proc Natl Acad Sci U S A.

[58] Voskuhl RR (1993). T helper 1 (Th1) functional phenotype of human myelin basic protein-specific T lymphocytes. Autoimmunity.

[59] Seder RA (1992). The presence of interleukin 4 during in vitro priming determines the lymphokine-producing potential of CD4+ T cells from T cell receptor transgenic mice. J Exp Med.

[60] Saravia J (2019). Helper T cell differentiation. Cell Mol Immunol.

[61] Wilson AS (2022). Neutrophil extracellular traps and their histones promote Th17 cell differentiation directly via TLR2. Nat Commun.

[62] Gausas RE (1999). Identification of human orbital lymphatics. Ophthalmic Plast Reconstr Surg.

[63] Wu Y (2020). Organogenesis and distribution of the ocular lymphatic vessels in the anterior eye. JCI Insight.

[64] Schrodl F (2015). Lymphatic markers in the adult human choroid. Invest Ophthalmol Vis Sci.

[65] Kaser-Eichberger A (2015). Topography of lymphatic markers in human iris and ciliary body. Invest Ophthalmol Vis Sci.

[66] Schroedl F (2014). Consensus statement on the immunohistochemical detection of ocular lymphatic vessels. Invest Ophthalmol Vis Sci.

[67] Flister MJ (2010). Inflammation induces lymphangiogenesis through up-regulation of VEGFR-3 mediated by NF-kappaB and Prox1. Blood.

[68] Glinton KE (2022). Macrophage-produced VEGFC is induced by efferocytosis to ameliorate cardiac injury and inflammation. J Clin Invest.

[69] Martinez-Corral I (2015). Nonvenous origin of dermal lymphatic vasculature. Circ Res.

[70] Antila S (2017). Development and plasticity of meningeal lymphatic vessels. J Exp Med.

[71] Volk-Draper LD (2017). Lymphatic endothelial progenitors originate from plastic myeloid cells activated by toll-like receptor-4. PLoS One.

[72] Medawar PB (1948). Immunity to homologous grafted skin; the fate of skin homografts transplanted to the brain, to subcutaneous tissue, and to the anterior chamber of the eye. Br J Exp Pathol.

[73] Chen L (2003). Macrophages and MHC class II positive dendritiform cells in the iris and choroid of the pig. Curr Eye Res.

[74] Lin W (2019). The role of ocular dendritic cells in uveitis. Immunol Lett.

[75] Dullforce PA (2004). APCs in the anterior uveal tract do not migrate to draining lymph nodes. J Immunol.

[76] Bachmann B (2010). Corneal neovascularization as a risk factor for graft failure and rejection after keratoplasty: an evidence-based meta-analysis. Ophthalmology.

[77] Pishesha N (2022). A guide to antigen processing and presentation. Nat Rev Immunol.

[78] Duneton C (2022). Activation and regulation of alloreactive T cell immunity in solid organ transplantation. Nat Rev Nephrol.

[79] Kerjaschki D (2004). Lymphatic neoangiogenesis in human kidney transplants is associated with immunologically active lymphocytic infiltrates. J Am Soc Nephrol.

[80] Dashkevich A (2010). Lymph angiogenesis after lung transplantation and relation to acute organ rejection in humans. Ann Thorac Surg.

[81] Cursiefen C (2003). Corneal lymphangiogenesis: evidence, mechanisms, and implications for corneal transplant immunology. Cornea.

[82] Nykanen AI (2010). Targeting lymphatic vessel activation and CCL21 production by vascular endothelial growth factor receptor-3 inhibition has novel immunomodulatory and antiarteriosclerotic effects in cardiac allografts. Circulation.

[83] Yin N (2011). Lymphangiogenesis is required for pancreatic islet inflammation and diabetes. PLoS One.

[84] Maisel K (2001). Pro-lymphangiogenic VEGFR-3 signaling modulates memory T cell responses in allergic airway inflammation. Mucosal Immunol.

[85] Narimatsu A (2019). Corneal lymphangiogenesis ameliorates corneal inflammation and edema in late stage of bacterial keratitis. Sci Rep.

[86] Ambler W (2022). Advances in understanding and examining lymphatic function: relevance for understanding autoimmunity. Curr Opin Rheumatol.

[87] Egwuagu CE (2021). Uveitis: molecular pathogenesis and emerging therapies. Front Immunol.

[88] Schwartz FR (2021). Lymphatic imaging: current noninvasive and invasive techniques. Semin Intervent Radiol.

[89] Haiko P (2008). Deletion of vascular endothelial growth factor C (VEGF-C) and VEGF-D is not equivalent to VEGF receptor 3 deletion in mouse embryos. Mol Cell Biol.

[90] He C (2021). A specific RIP3^+^ subpopulation of microglia promotes retinopathy through a hypoxia-triggered necroptotic mechanism. Proc Natl Acad Sci U S A.

[91] Buttner C (2019). Tyrosinase is a novel endogenous regulator of developmental and inflammatory lymphangiogenesis. Am J Pathol.

[92] Van Zyl T (2022). Cell atlas of the human ocular anterior segment: Tissue-specific and shared cell types. Proc Natl Acad Sci U S A.

# Supplementary material for: Alkali injury–induced pathological lymphangiogenesis in the iris facilitates the infiltration of T cells and ocular inflammation
**Source:** JCI Insight. 2024 Apr 8;9(7):e175479. doi: 10.1172/jci.insight.175479
**Supplement:** Supplemental data

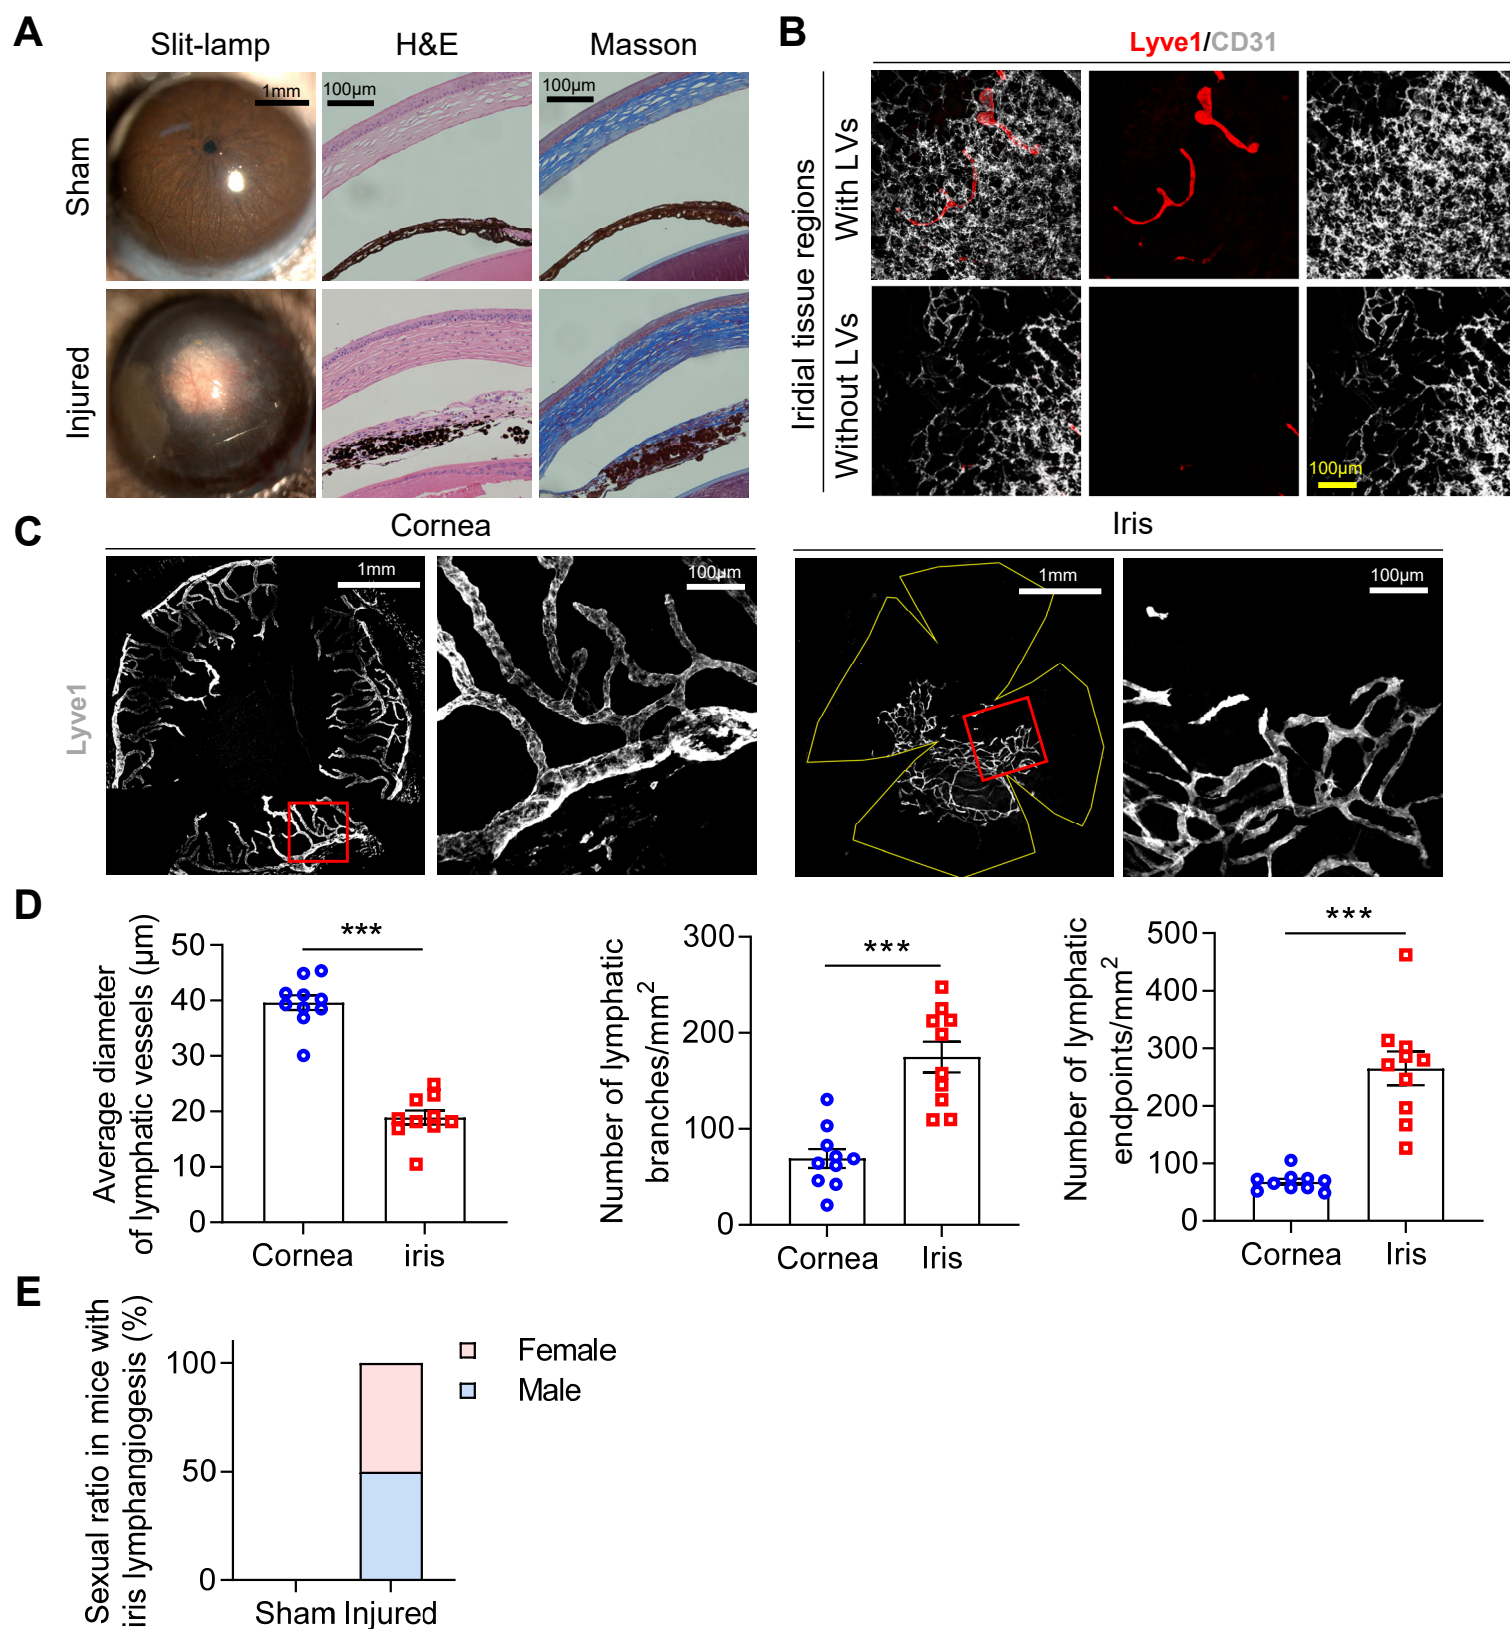

**Supplementary Figure 1. Pathologic changes after corneal alkali injury (CAI).**

**A.** Slit lamp images and histological analyses of wildtype mouse eyes with CAI or sham treatment. The CAI or sham treatment was done by placing a 2-mm round filter paper infiltrated with 0.5  $\mu\text{l}$  of 1 M sodium hydroxide solution (CAI) or PBS (sham) on the cornea for 60 s. Note evident dilation and collagen deposition of the cornea and iris tissues in CAI-treated mouse group, as revealed by H&E and Masson staining of the cross-sectioned anterior segment. Scale bars: 1 mm and 100  $\mu\text{m}$ .

**B.** Immunostaining for Lyve1 and CD31 of CAI-treated wildtype mouse iris tissue whole-mounts. Note prominent neovascularization in the injured iridial tissue regions, regardless of the presence or absence of lymphatic vessels (LVs). Scale bar: 100  $\mu$ m.

**C.** Representative images for Lyve1 staining of cornea and iris tissue whole-mounts from wildtype mice that received CAI treatment at week 4, followed by analysis at week 10. Scale bars: 1 mm and 100  $\mu$ m.

**D.** Quantifications of the diameter, branches and terminal endpoints of corneal/limbal and iridial lymphatics in **C**. Data are mean $\pm$ SEM. Each dot represents one mouse. n=10 mice per group. \*p<0.05, \*\*\*p<0.001. Mann-Whitney *U* test.

**E.** Sexual ratio of mice with iridial lymphangiogenesis at day 28 after CAI. n=10 mice (5 male and 5 female) per group.

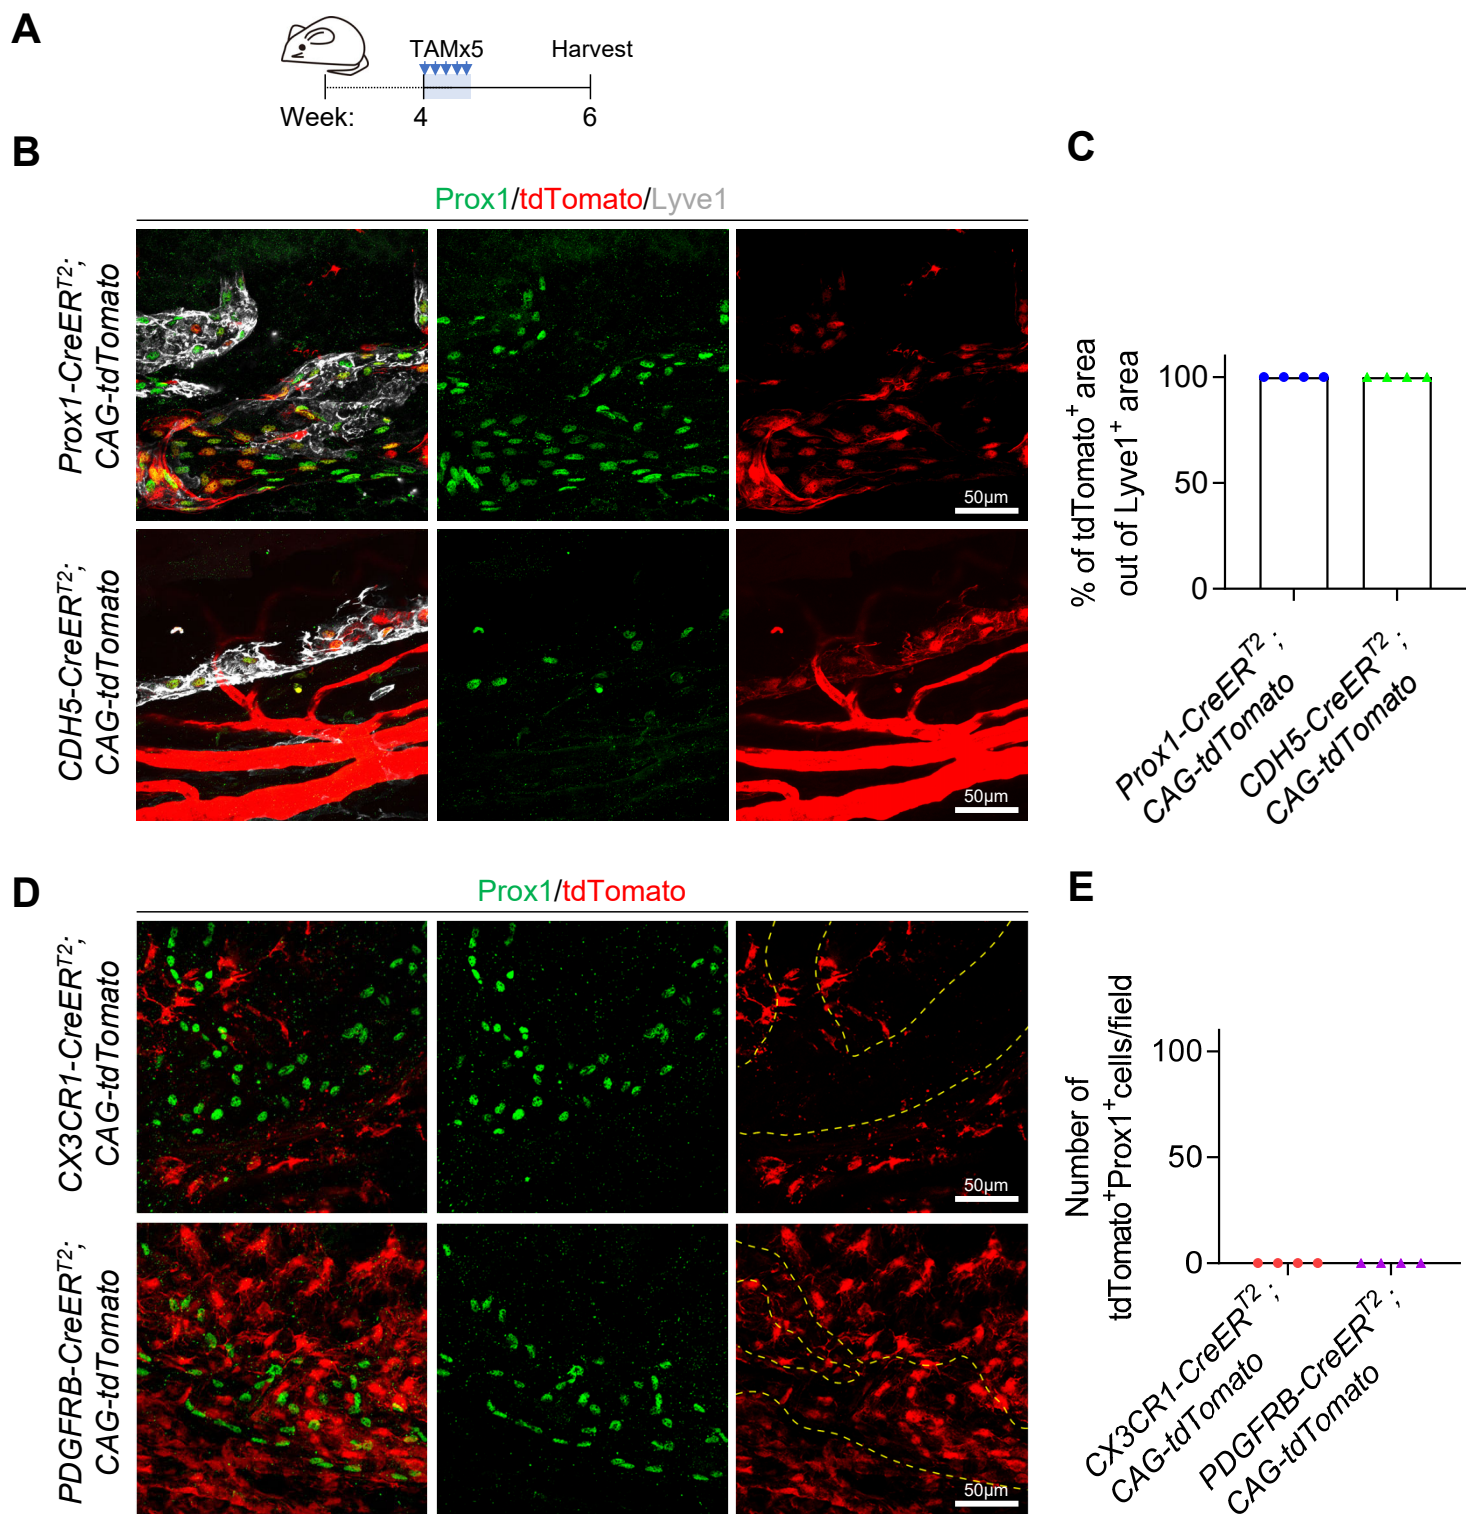

### Supplementary Figure 2. Verification of lymphatic lineage tracing mice.

**A.** Experimental timeline of tamoxifen (TAM) administration for lineage tracing in the indicated tdTomato-reporter mouse lines (see **Figure 2**) in **B-E**. Arrows indicate 5XTAM (80 mg/kg) intraperitoneal (ip) injections in week 4, followed by analysis at week 6.

**B.** Representative tdTomato, Prox1 and Lyve1 immunostaining images of the cornea tissue whole-mounts from *Prox1-CreERT<sup>2</sup>;CAG-tdTomato* and *CDH5-CreERT<sup>2</sup>;CAG-tdTomato*. All mice received 5XTAM ip injections in week 4 and were analyzed at week 6. Note overlapping of tdTomato-labeled area

with Prox1/Lyve1-labeled lymphatic areas in *Prox1-CreER<sup>T2</sup>;CAG-tdTomato*, *CDH5-CreER<sup>T2</sup>;CAG-tdTomato* mouse lines, confirming faithful labeling of LECs via *Prox1-CreER<sup>T2</sup>* and *CDH5-CreER<sup>T2</sup>*-driven recombination expression of tdTomato in existing lymphatics. Scale bar: 50  $\mu$ m.

**C.** Quantification of the ratio of tdTomato-labeled area out of Prox1/Lyve1-labeled area in **B**. Data are mean $\pm$ SEM. n=4 mice per group. Each dot represents one mouse.

**D.** Representative tdTomato and Prox1 immunostaining images of the cornea tissue whole-mounts from *PDGFRB-CreER<sup>T2</sup>;CAG-tdTomato* and *CX3CR1-CreER<sup>T2</sup>;CAG-tdTomato* mice. All mice received 5XTAM ip injections in week 4 and were analyzed at week 6. Note no double labeling tdTomato and Prox1 in *PDGFRB-CreER<sup>T2</sup>;CAG-tdTomato* and *CX3CR1-CreER<sup>T2</sup>;CAG-tdTomato* mouse lines. Scale bar: 50  $\mu$ m.

**E.** Quantification of number of tdTomato and Prox1 double positive cells in **D**. Data are mean $\pm$ SEM. n=4 mice per group. Each dot represents one mouse.

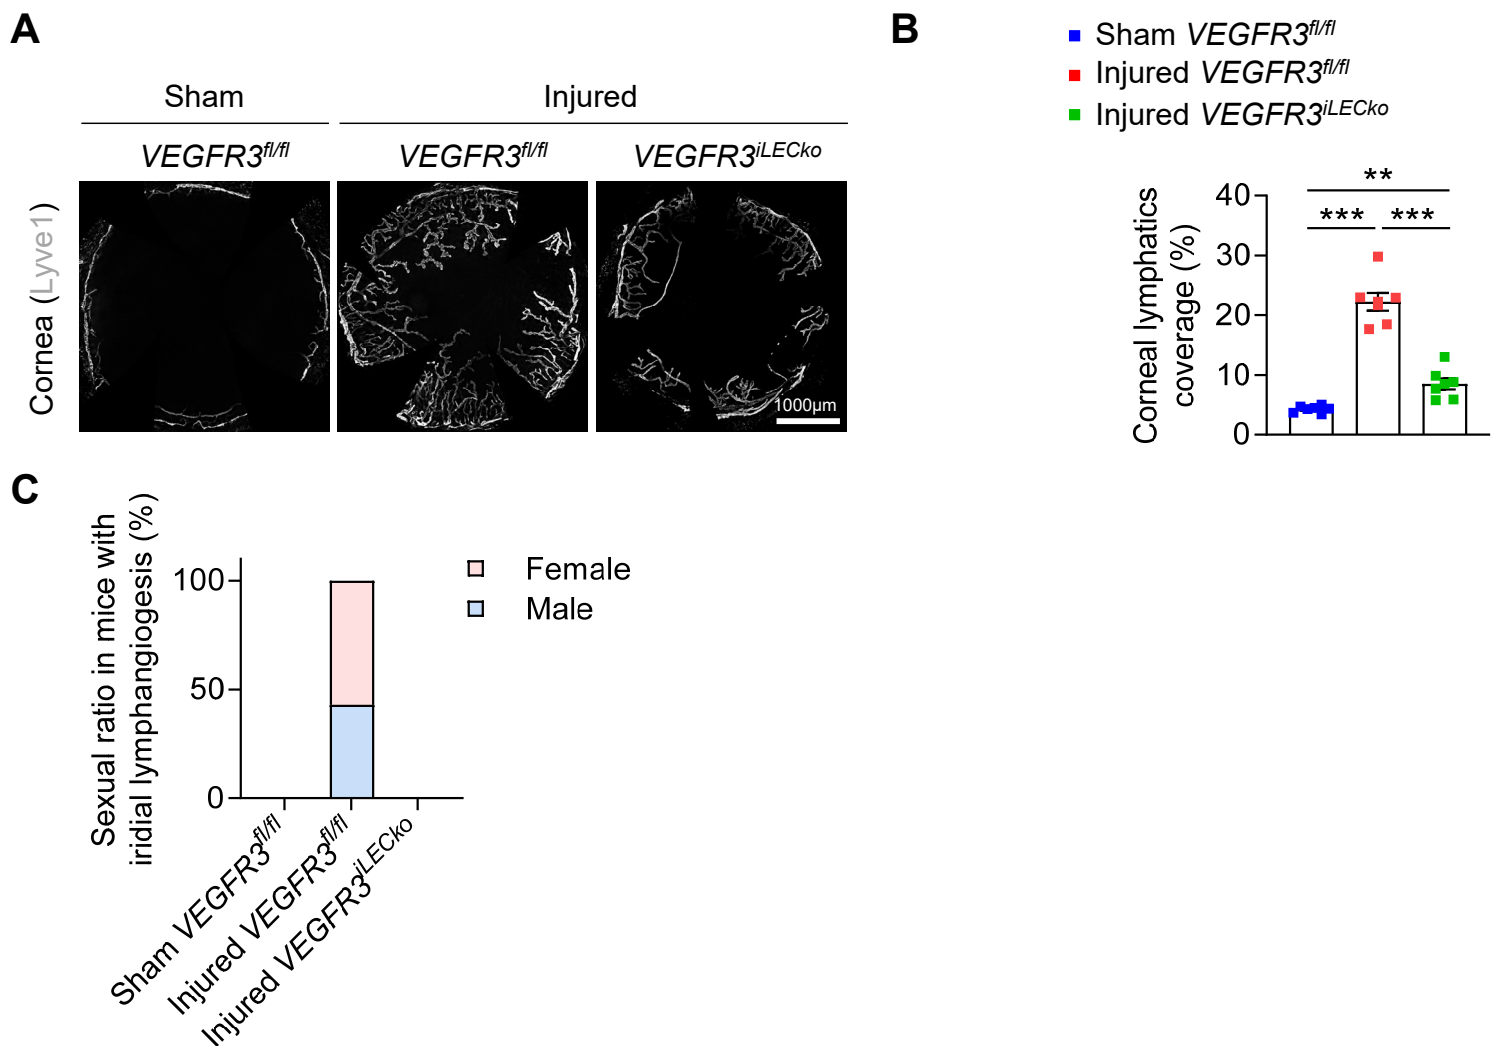

**Supplementary Figure 3. Inhibition of CAI-induced corneal lymphangiogenesis in *VEGFR3<sup>iLECKo</sup>* mice.**

**A.** Representative Lyve1 staining images of the cornea tissue whole-mounts from *VEGFR3<sup>fl/fl</sup>* and *VEGFR3<sup>iLECKo</sup>* mice with CAI or sham treatment. Note that CAI induces drastic lymphangiogenesis in *VEGFR3<sup>fl/fl</sup>* mice that is greatly inhibited in *VEGFR3<sup>iLECKo</sup>* mice. Scale bar: 1000  $\mu$ m.

**B.** Quantification of corneal lymphatic coverage in mice in **A**. Data are mean $\pm$ SEM. n=7 mice per group. Each dot represents one mouse. \*\* p<0.01. \*\*\* p<0.001. Welch's one-way ANOVA followed by the Dunnett T3 post hoc test.

**C.** Sexual ratio of mice shown in **Figure 3B-C**. n=7 mice (3 male+4 female) per group.

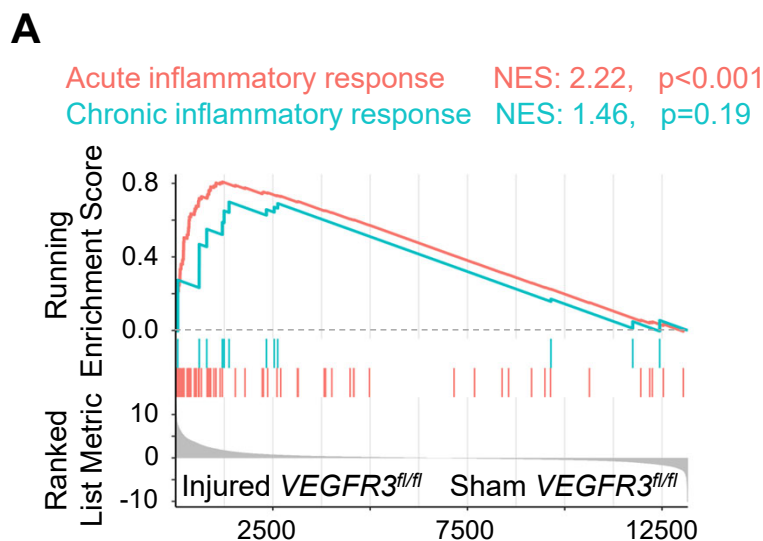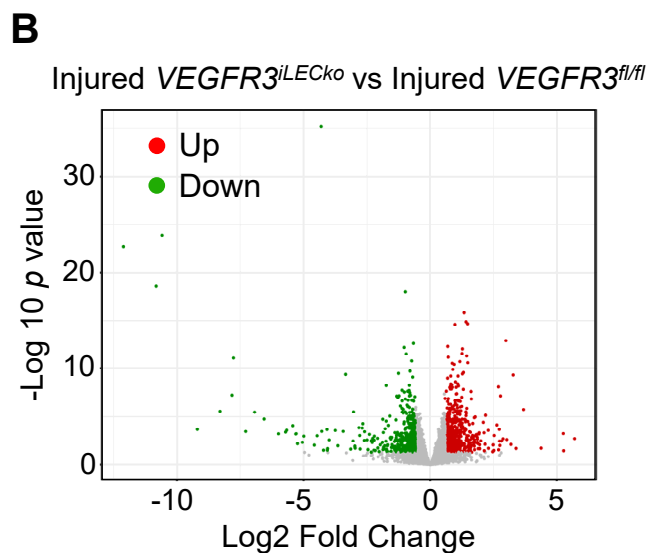

**Supplementary Figure 4. RNA-seq analysis of inflammatory pathways in the iris following CAI and *VEGFR3* depletion.**

**A.** GSEA showing expression pattern of acute and chronic inflammatory pathways following CAI. Adj.p value  $< 0.05$  (after Benjamini-Hochberg's multiple testing corrections) is considered statistically significant. NES: normalized enrichment score.

**B.** Volcano plot showing 259 upregulated differentially expressed genes (DEGs) and 222 downregulated DEGs in the Injured *VEGFR3<sup>iLECko</sup>* vs. Injured *VEGFR3<sup>fl/fl</sup>* mouse iris tissues.

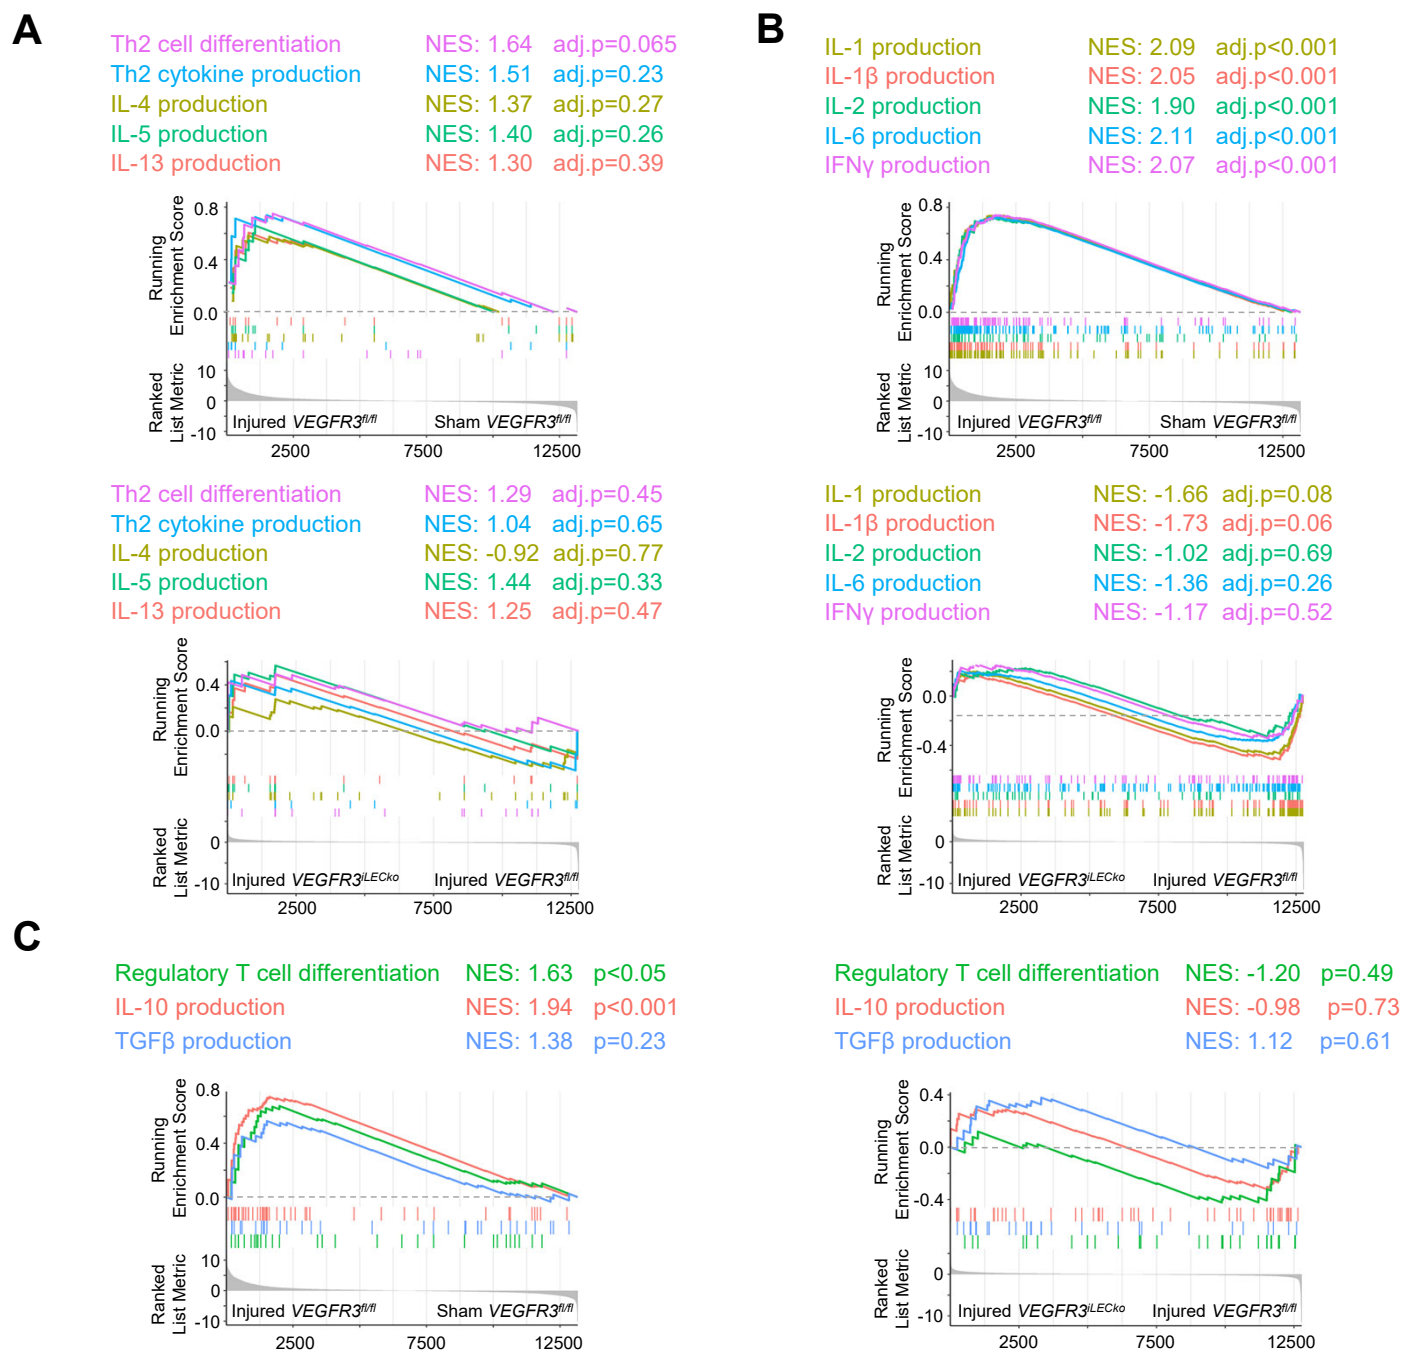

**Supplementary Figure 5.** GSEA showing expression profile of gene sets responsible for Th2-related pathway (A), proinflammatory cytokine production (B), regulatory T cell-related pathway (C) and in the indicated mouse iris tissues with or without CAI treatment. Adj.p value<0.05 (after Benjamini-Hochberg's multiple testing corrections) is considered statistically significant. NES: normalized enrichment score.

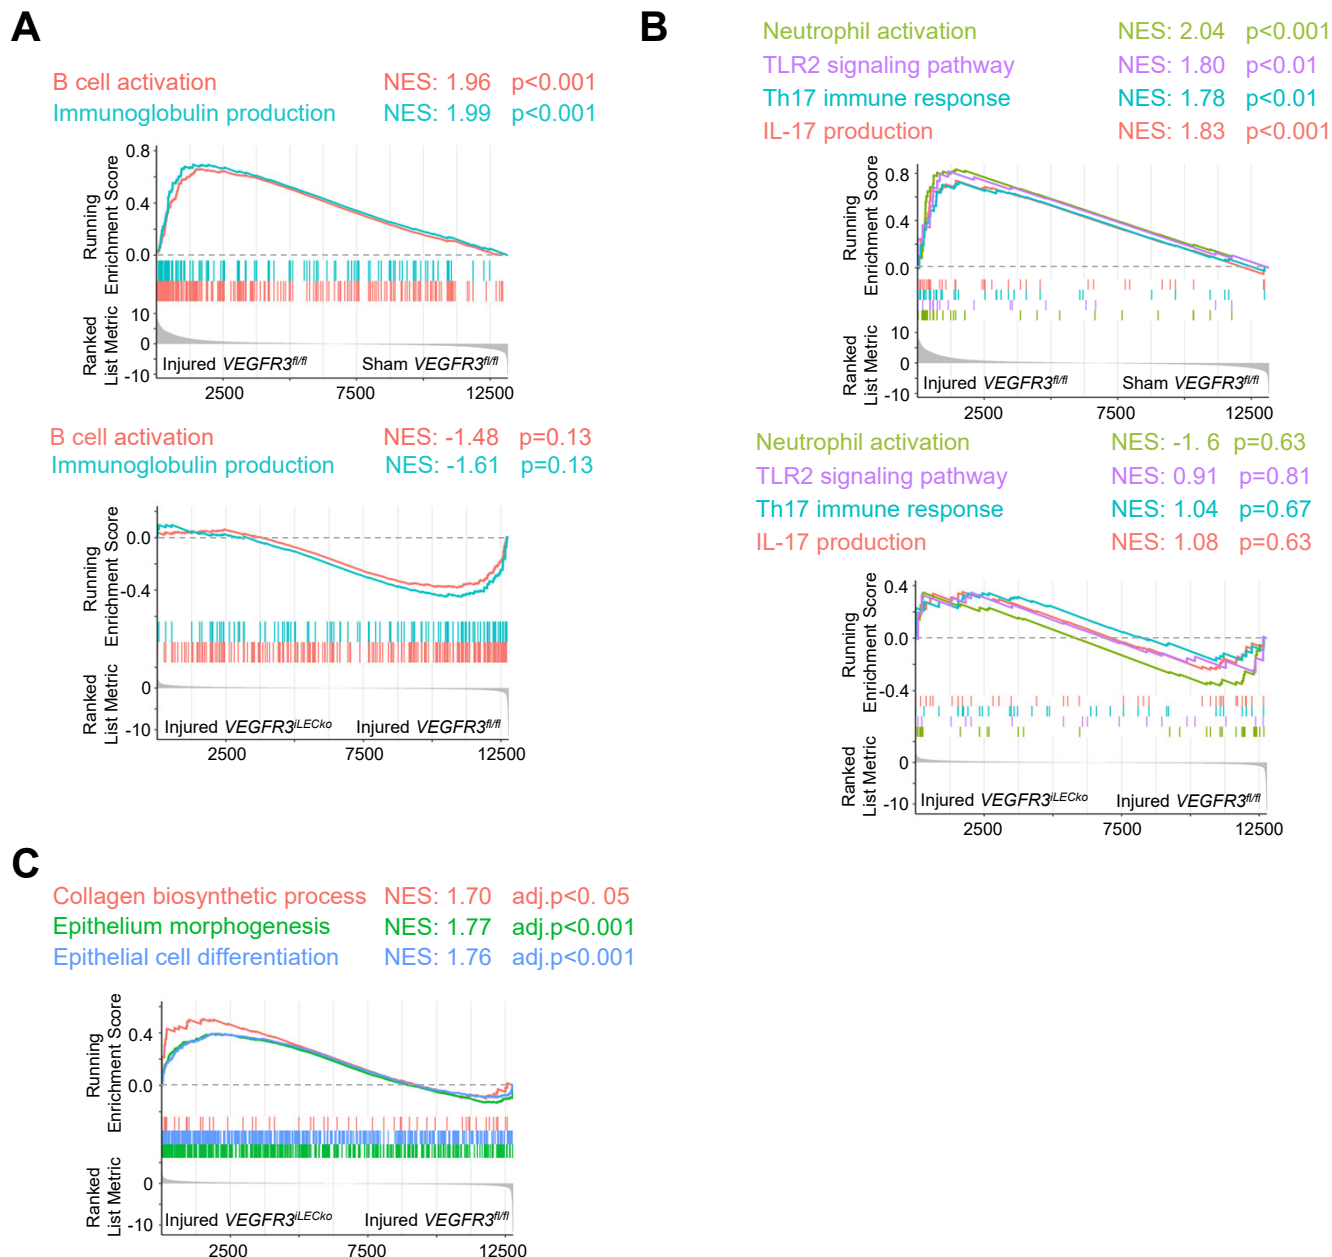

**Supplementary Figure 6.** GSEA showing expression profile of gene sets responsible for B-cell and Neutrophil-Th17-related pathways (**A-B**) and collagen synthesis and epithelium morphogenesis/differentiation (**C**) in the indicated mouse iris tissues with or without CAI treatment. Adj. $p$  value  $< 0.05$  (after Benjamini-Hochberg's multiple testing corrections) is considered statistically significant. NES: normalized enrichment score.

How the deposited data were processed for this re-analysis (not part of the article)

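Iris RNA from 3 groups of mice was sequenced in 9 libraries, with 3 libraries of 3 pooled irises in each group. The groups were Sham *VEGFR3 fl/fl*, injured *VEGFR3 fl/fl* and injured *VEGFR3 iLECko*. The authors filtered single-end reads, aligned them with HISAT2 and Bowtie2 and deposited estimated counts per gene that were not normalized, as the values themselves show. Between 9.83% and 10.3% of the values in a library were not whole numbers. The paper's text does not name the genome build, the annotation or the program that estimated the counts. A combined table deposited for the series held identical values with group averages added and was not used here. Groups were taken from the titles, treatments and descriptions of the libraries. The genotype tag of 2 libraries of the injured *VEGFR3 iLECko* group named another VEGFR number and was not followed.

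Estimated counts were rounded to whole numbers in R 4.3.3. The paper's filter on TPM could not be applied because the deposited values give no TPM, so genes were selected by filterByExpr of edgeR 4.0.16, which kept 15010 of 18349 genes. Libraries were normalized by TMM, with factors from 0.90 to 1.09, and fitted together with group as the only term. Injured *VEGFR3 fl/fl* was compared with Sham *VEGFR3 fl/fl*, and injured *VEGFR3 iLECko* with injured *VEGFR3 fl/fl*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. DEGs had an adjusted p under 0.05 and a change of more than 1.5-fold, as in the paper. Standard errors of log2 fold changes were computed from the F statistic. DESeq2 1.42.0 was used for alternatives. Of 36 gene lists written by hand and 24 Reactome sets, those with at least 4 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and alternatively with an estimated correlation, with fry and with fgsea 1.28.0. Camera p-values were adjusted over the lists, or the sets, of one comparison.

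Single genes were named by a rule set in advance. It covered every gene the paper names that bears on the RNA-Seq, members of a list beside their list, and in each comparison the 5 upregulated and 5 downregulated DEGs with the largest changes among those with no overlap between the groups and a mean of at least 1 CPM. For genes with 3 or fewer counts in every library of a group, fold changes were computed against 3 counts and given as bounds. Approximate TPM used the longest transcript of each gene in GENCODE M21, which was available for 96.7% of the genes. Sequence content for GC offsets was read with Biostrings 2.70.1.

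Alternatives covered the normalization (RLE, upper quartile and library size only), the genes tested, the test, the libraries in the fit, the thresholds, a replicate block and leaving out each library in turn. An approximate TPM filter, alone and with DESeq2, a covariate for Y-linked expression, GC content offsets and the median transcript length were added after the data were seen. Totals per library lay between 16617187 and 18306359 counts. Between replicates, the chi-square per degree of freedom was 5.13 to 76.2, so that replicates differed by more than counting noise. The procedure was tested on simulated data of 15010 genes, of which 200 were changed 3-fold. It recovered 187 of them (93.5%), 0 in the wrong direction, with 10 false calls. The changed genes were chosen among those with higher mean counts, and each gene was drawn independently. DEGs between the injured groups had a median absolute log2 fold change of 0.82. The share recovered therefore does not hold for changes of that size or for genes with few counts. Stained tissue, and other experiments of the paper without sequencing, were not analysed here. A result on a further candidate source of RNA is not reported here.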

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

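The gene lists in this part were written before the data were examined. The tests of explanations for their results were chosen only after the results were seen.

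A list of proliferation genes rose between Sham and injured *VEGFR3 fl/fl* irises by a median log2 fold change of 3.96, with 9 of 9 genes higher (camera adjusted p = 0.0109). All 9 were upregulated DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, also when adjusted over the list alone. A single library as the whole cause is argued against, since the largest camera adjusted p without any one Sham or injured *VEGFR3 fl/fl* library was 0.0240, within a range of 2.68e-05 to 0.480 over all alternatives, of which the highest came with an estimated correlation. Cell division 28 days after CAI may underlie the rise, but which cells divided was not tested.

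A list of ciliary body genes was higher in the libraries labelled *VEGFR3 iLECko* than in injured *VEGFR3 fl/fl* libraries by a median log2 fold change of 0.85 (camera adjusted p = 0.000402). It held 2 upregulated DEGs, also when adjusted over the list alone, *Optc* at 1.54 (adjusted p = 0.0214 by edgeR) and *Best2* at 0.93 (adjusted p = 0.0263 by edgeR). It did not pass under fgsea (adjusted p = 0.0695) or with an estimated correlation (adjusted p = 0.113), in a range of 2.03e-07 to 0.113 over all alternatives. Without replicate 1 labelled *VEGFR3 iLECko* the median was 0.27, and without injured *VEGFR3 fl/fl* replicate 2 it was 0.55. After injury the list had fallen by 1.17 on the log2 scale (camera adjusted p = 0.0240), or by 1.83 without injured replicate 1. *Optc* had 360 to 515 CPM in Sham, 74.2 to 90.3 in injured *VEGFR3 fl/fl* and 176 to 273 in libraries labelled *VEGFR3 iLECko*. *Best2* had 98.7 to 110, 27.9 to 39.9 and 54.3 to 67.4 CPM. Both were thus highest in Sham, an order that not all other members followed. Ciliary body tissue may therefore differ in either comparison, and in the libraries labelled *VEGFR3 iLECko* it might raise the list. Of its 6 genes 2 were lower, *Atp6v1c2* at -1.17 (adjusted p = 0.457 by edgeR) and *Cacna1e* at -0.00042 (adjusted p = 1.00 by edgeR), the latter lower in sign only. Both had few counts, so ciliary body tissue and a change within the iris cannot be told apart.

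A list of pigment cell genes was higher in the libraries labelled *VEGFR3 iLECko* by a median log2 fold change of 0.35, with 10 of 10 genes higher (camera adjusted p = 0.000450). As single genes 0 were DEGs, with 0 at an unadjusted p under 0.05 and an increase of more than 1.5-fold and 0 when adjusted over the list alone. It did not pass under fry (adjusted p = 0.0870). Its median was 0.23 without injured *VEGFR3 fl/fl* replicate 1 (adjusted p = 0.00926). After injury all 10 had been downregulated DEGs, with a median of -2.47 (camera adjusted p = 5.93e-11). GC content as the whole cause is argued against, as the camera adjusted p with GC content offsets was 0.000805, within a range of 1.45e-05 to 0.285 over all alternatives. A lower share of immune cells in the libraries labelled *VEGFR3 iLECko* could raise both pigment cell and ciliary body genes. The blood endothelium list, which would then rise as well, had a median of -0.17 (camera adjusted p = 0.355), with 4 genes higher and 8 lower. Because its members went both ways, a lower immune share and a change in pigment cells cannot be told apart. An effect of the genotype stays open and was not tested apart from these.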

How the results depend on the processing

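The alternatives with approximate TPM, Y-linked expression, GC content or the median transcript length were chosen after the data were seen. Selection by filterByExpr, set in advance as an alternative, became the main setting because the values used here are counts. The cause of the changes below was not tested, except where fewer libraries or a stricter threshold leave fewer genes past it by construction. Depth limited genes with few counts, such as *Il4* and *Il13*, which could not be tested under the main setting.

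Between injured and Sham *VEGFR3 fl/fl* irises, upregulated DEGs stayed within 1.5 times the main count under all alternatives, from 2518 with glmTreat to 4731 without a fold change threshold. Downregulated DEGs did so except without a fold change threshold (4269), and fell to 1765 with glmTreat. With an estimated correlation 9 gene lists passed in this comparison. In the other comparison 3 lists and 0 Reactome sets then passed, the latter with 7 at an unadjusted p under 0.05. The number of lists and sets past the threshold stayed within 1.5 times the main count under the other alternatives. The direction of *Flt4* and its side of the threshold between the injured groups were the same under every alternative.

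DEGs between the injured groups depended on the setting. DESeq2's Wald test gave 344 upregulated and 282 downregulated DEGs with an overlap of 238 on all 9 libraries, and 267, 220 and 199 on the 6 libraries compared. The edgeR fit of these 6 gave 0, 0 and 0, with 497 and 400 genes at an unadjusted p under 0.05 and more than 1.5-fold. Without adjustment there were 565 and 493. At an adjusted p under 0.01 there were 0 and 1. With glmTreat there were 0 and 0, with 237 and 198 at an unadjusted p under 0.05. Without a fold change threshold there were 112 downregulated DEGs, and with library size only 41 with an overlap of 41. With the Y-linked covariate there were 0, 0 and an overlap of 0, with 372 and 325 at an unadjusted p under 0.05. DESeq2 on genes with an approximate TPM of at least 2 in a group gave 260, 220 and 198. Across the 9 fits that each left out 1 library, upregulated DEGs ranged from 0 to 174, downregulated DEGs from 0 to 149 and the overlap from 0 to 139. The counts of 0 came without replicate 2 labelled *VEGFR3 iLECko*, with 502 and 412 genes at an unadjusted p under 0.05, and the highest without injured *VEGFR3 fl/fl* replicate 3 (upregulated) or 2 (downregulated and overlap).

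The labels number the replicates of each group alike, without stating a pairing. With this number as a replicate block there were 11 upregulated and 13 downregulated DEGs between the injured groups and an overlap of 13. Across genes, 1 of 9 correlations between libraries of the same number in different groups exceeded 0.1, against 5 of 18 for different numbers.

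Some small differences between the injured groups changed direction. The lymphatic endothelium list, with a median log2 fold change of 0.020, was lower by fgsea's score (adjusted p = 0.00776). *Pecam1*, at -0.0081 in the main setting, became 0.054 with library size only, 0.0016 in the edgeR fit of 6 libraries, 0.027 with the Y-linked covariate and 0.0010 with GC content offsets. The Treg list became 0.16 under the approximate TPM filter. With the Y-linked covariate *Cdh5* became -0.038, *Tnf* 0.28, the NF-κB response list 0.12 and the epithelial differentiation list -0.040. With GC content offsets *Cd8a* became -0.035.

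With each library left out in turn, log2 fold changes after injury ranged from -0.054 to 1.11 for *Prox1*, from -0.35 to 0.0033 for *Vegfc* and from -0.49 to 0.57 for the median of Y-linked genes. Differences between the injured groups ranged from -0.17 to 1.93 for *Lyve1*, -0.11 to 0.17 for *Cdh5*, -0.075 to 0.090 for *Pecam1*, -0.34 to 0.073 for *Mrc1*, -0.69 to 1.15 for *Cd8a*, -0.63 to 0.27 for *Tnf* and -0.066 to 0.089 for *Tlr2*. List medians ranged from -0.12 to 0.082 for NF-κB response, -0.10 to 0.61 for proliferation, -0.14 to 0.026 for Treg and -0.069 to 0.052 for lymphatic endothelium.

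Apart from leaving out libraries, the alternatives set in advance left 407 of 476 list results in the same direction and on the same side of the threshold, with 37 weaker and 31 stronger. For named genes 488 of 540 stayed, with 47 weaker and 3 stronger. Leaving out 1 library left 572 of 612 list results, with 11 weaker and 23 stronger, and 436 of 540 gene results, with 88 weaker and 2 stronger. The added alternatives left 190 of 202 list results, with 5 weaker and 4 stronger, and 201 of 222 gene results, with 15 weaker and 1 stronger. Of 252 mean expression values under another normalization, 9 moved by more than the spread between replicates. Camera with an estimated correlation gave 28 of the weaker list results.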

Differences from the paper's values

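No tests were chosen for this part. In the comparison of the injured groups, 86 genes were upregulated DEGs, against the paper's 259, and 70 were downregulated DEGs, against the paper's 222. The overlap with genes upregulated after injury was 69, against the paper's 199. Among the alternatives set before the data were examined, DESeq2's Wald test brought all 3 counts within 1.5 times the paper's. On the 9 libraries it gave 344 upregulated and 282 downregulated DEGs with an overlap of 238, and on the 6 libraries compared it gave 267, 220 and 199. DESeq2 is the program the paper names. The upregulated count of 174 without injured *VEGFR3 fl/fl* replicate 3 came within that range, and without replicate 2 the downregulated count of 149 and the overlap of 139 did. None of the other alternatives set before the data were examined did so. DESeq2 on genes with an approximate TPM of at least 2 in a group, chosen after seeing the values, gave 260, 220 and 198. The counts of DEGs after injury were within 1.5 times the paper's.

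The paper's statements on pathways and on cytokine production, TNF included, rest on GSEA of gene sets that were not used here. Below, lists written by hand and single genes are set beside them, so the genes compared are not the same.

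The paper names the second injured group by deletion of *VEGFR3*. In the libraries labelled *VEGFR3 iLECko*, *Flt4* had a log2 fold change of 0.33 (adjusted p = 0.20 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) relative to injured *VEGFR3 fl/fl* libraries, and no setting gave a decrease. RNA of whole irises does not separate lymphatic endothelium from other cells, so these values cannot test a deletion in that endothelium. The paper's evidence for an effect of the deletion is staining, in which growth of iridial lymphatic vessels was blocked. The paper reports lower TNF production in this group. *Tnf* had a log2 fold change of -0.26 (adjusted p = 0.746 by edgeR), and no setting called it.

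The paper reports that antigen presentation via MHC-I, B cell pathways and neutrophil pathways were unaltered in this group. Here the MHC-I list was lower (median -0.36, camera adjusted p = 1.41e-05), and an estimated correlation was the only alternative under which it did not pass. The B cell list was lower (median -0.33, camera adjusted p = 0.0340). It did not pass with an estimated correlation, under fgsea, without injured *VEGFR3 fl/fl* replicate 1 or 3, or with the Y-linked covariate, which was chosen after seeing the values. Neutrophil genes were higher (median 0.93, camera adjusted p = 0.0282). They did not pass under fry, with an estimated correlation, with library size only, without injured *VEGFR3 fl/fl* replicate 1, without replicate 3 labelled *VEGFR3 iLECko*, or with the Y-linked covariate.

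Epithelial differentiation and collagen biosynthesis are reported by the paper as higher in this group. Their lists had medians of 0.11 (camera adjusted p = 0.551) and -0.14 (camera adjusted p = 0.516), and neither passed under any alternative.

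After injury, the paper reports activation of CD8, Treg, Th2 and Th17 pathways. These lists had higher medians of 3.70, 2.16, 2.97 and 0.54 but did not pass by camera (adjusted p = 0.0841, 0.0849, 0.111 and 0.654). All 4 passed under fry (adjusted p = 0.000269, 6.05e-05, 8.18e-05 and 0.000997), the CD8 list also under fgsea and with library size only, and the Th2 list also without injured replicate 3. Under the approximate TPM filter, chosen after seeing the values, the Th17 median was -0.16 (adjusted p = 0.887). The paper reports induction of IFN-γ, IL-2, IL-4, IL-5 and IL-13. Their genes had too few counts to be tested, with at most 3 counts in any Sham or injured *VEGFR3 fl/fl* library. Immunoglobulin production is also reported as induced, and the list for it had too few tested genes for a test.

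*Atp6v1c2* is reported by the paper as undetectable by TPM in all data sets. Its approximate TPM reached 2.47 in Sham replicate 2 and 2.22 in injured *VEGFR3 fl/fl* replicate 1. With the median transcript length, chosen after seeing the values, the group means were 0.710 in Sham, 0.509 in injured *VEGFR3 fl/fl* and 0.249 in injured *VEGFR3 iLECko* libraries, all below the paper's limit of 1.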

Other observations

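Tests in this part were chosen only after the result was seen, with the following exceptions. The counts of other splits and the test on genes that escape X inactivation were set before it. So were the main camera tests of gene lists written before the data were examined, and the main edgeR tests of genes that the paper names.

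With 3 libraries against 3 there are 10 splits of the 6 libraries, so that no share below 0.1 can be reached. Between injured and Sham *VEGFR3 fl/fl* libraries, 1 of the 10 splits, the real one, gave as many DEGs, and 1 gave as many Reactome sets past the threshold. For the number of gene lists past the threshold it was 6 of 10, so that this number alone does not tell the injury from other splits. For the injured groups, 1 of 10 splits, again the real one, gave as many DEGs, as many gene lists (1), as many Reactome sets (1) and as large an overlap (1).

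Y-linked genes summed to 51.1, 82.3 and 167 CPM in Sham replicates 1 to 3, to 151, 136 and 0.804 CPM in injured *VEGFR3 fl/fl* replicates 1 to 3, and to 1.09, 0.736 and 0.805 CPM in the libraries labelled *VEGFR3 iLECko*. Their list was lower between the injured groups by a median log2 fold change of -10.29, or -6.87 at its bounds (camera adjusted p = 0.000772). Pools without male mice are a candidate explanation for the 4 low libraries. Genes that escape X inactivation (*Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*) were higher in these 4 than in the other 5 (two-sided exact permutation test over 126 splits, p = 0.0159, where the smallest possible is 0.00794). The sex of the pools thus may overlap with the group labels, apart from injured *VEGFR3 fl/fl* replicate 3.

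Sex composition might also contribute to the differences between the injured groups. For the lower MHC-II list the camera adjusted p with the Y-linked covariate was 1.44e-10. Among the injured *VEGFR3 fl/fl* libraries, however, only replicate 3 lacked Y-linked expression. The covariate thus rests on that library and on the spread within Sham, so sex composition stays open for this list. GC content or injured *VEGFR3 fl/fl* replicate 1 alone is argued against as the whole cause. The camera adjusted p was 2.00e-10 with GC content offsets and 1.25e-09 without that replicate. Over all alternatives of that list the range was 6.74e-16 to 0.130, the highest with an estimated correlation. The DEGs as single genes kept a median of 93.1% of their log2 fold change with the covariate, and 156 of 156 kept their sign with 156 at an unadjusted p under 0.05, although 0 passed after adjustment. As 3 of the 4 libraries without Y-linked expression carry the label *VEGFR3 iLECko*, sex and genotype cannot be told apart for these genes.

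Injured *VEGFR3 fl/fl* replicate 1 differed most from its group, with connective tissue genes such as *Tnmd* and *Comp* high there. Sclera, tendon or corneal stroma in that library is a candidate source. A further list for these tissues, written before its own values were seen, had 6 of 8 genes highest in that library and a median log2 difference of 1.64 from the other injured *VEGFR3 fl/fl* libraries. That median was at percentile 100 of 10000 random lists matched for expression. Because fibrotic iris tissue expresses many of these genes as well, the sources cannot be told apart from this single library. That library as the whole cause is argued against for the proinflammatory cytokine list, which was higher in the libraries labelled *VEGFR3 iLECko* with a camera adjusted p of 6.91e-08 without it, in a range of 6.91e-08 to 0.0297 over all alternatives. For neutrophils the adjusted p without it was 0.0758, in a range of 0.000380 to 0.396, and its part in that difference cannot be told apart from a group difference.

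*Flt4* of other cells may hide a loss in lymphatic endothelium, which could be why it was not lower in the libraries labelled *VEGFR3 iLECko*. Mean counts of *Flt4* were 10.8 times those of *Prox1*. The lymphatic endothelium list had a median of 0.020 (camera adjusted p = 0.589) between the injured groups, and was lower under fgsea (adjusted p = 0.00776), in a range of 0.00776 to 0.698 over all alternatives. As no value gives the share of *Flt4* from lymphatic endothelium, a hidden loss and an intact gene cannot be told apart.

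Genes that the paper names for other assays were measured as well, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After injury the log2 fold change was -1.19 (adjusted p = 0.193) for *Lyve1*, 2.61 (adjusted p = 2.36e-07) for *Pecam1*, 1.73 (adjusted p = 6.41e-07) for *Pdgfrb*, -1.01 (adjusted p = 0.00172) for *Vegfa*, -0.15 (adjusted p = 0.424) for *Vegfc*, -1.43 (adjusted p = 3.86e-05) for *Vegfd* and 2.48 (adjusted p = 8.01e-07) for *Tlr2*. *Lyve1* was -2.73 without injured *VEGFR3 fl/fl* replicate 2 (adjusted p = 0.00451, in a range of 0.00451 to 0.455) and -0.70 without replicate 1. *Vegfc* was -0.35 without injured *VEGFR3 fl/fl* replicate 1 (adjusted p = 0.0358, in a range of 0.0358 to 1.00) and 0.0033 without replicate 3. The values between the injured groups were 0.39 (adjusted p = 0.772), -0.0081 (adjusted p = 0.973), -0.19 (adjusted p = 0.216), 0.66 (adjusted p = 0.0984), -0.30 (adjusted p = 0.266), 0.59 (adjusted p = 0.0717) and 0.037 (adjusted p = 0.879) for the same genes in that order by edgeR. Under DESeq2 on the 9 libraries *Vegfa* and *Vegfd* passed (adjusted p = 0.0164 and 0.0171), as did *Vegfa* on the 6 libraries (adjusted p = 0.0470), in ranges of 0.0164 to 1.00 and 0.0171 to 1.00. In the edgeR fits of that comparison *Vegfc* was -0.040 with the Y-linked covariate and -0.10 and -0.46 without injured *VEGFR3 fl/fl* replicates 1 and 3, and *Pdgfrb* was -0.13 without replicate 2. *Lyve1* was -0.094, 1.93 and 0.073 without injured *VEGFR3 fl/fl* replicates 1 to 3 and 0.72 and -0.17 without replicates 1 and 3 labelled *VEGFR3 iLECko*, and *Tlr2* and *Pecam1* changed direction with single libraries.

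After injury the lymphatic endothelium list had a median log2 fold change of 0.54 (camera adjusted p = 0.606), or -0.054 without injured *VEGFR3 fl/fl* replicate 1. Blood endothelium genes had 1.39 (camera adjusted p = 0.000501) and iris smooth muscle genes -1.62 (camera adjusted p = 3.77e-06). The median was 2.39 (camera adjusted p = 0.387) for lens fibers, -2.50 (camera adjusted p = 0.240) for corneal epithelium, 0.38 (camera adjusted p = 0.666) for skeletal muscle and -1.35 (camera adjusted p = 0.285) for erythrocytes. Blood endothelium did not pass under fgsea (adjusted p = 0.0653, in a range of 2.23e-06 to 0.0653), nor iris smooth muscle with an estimated correlation (adjusted p = 0.201, in a range of 4.40e-08 to 0.201). The lens fiber list passed under fry (adjusted p = 0.00141) and fgsea (adjusted p = 0.0366), in a range of 0.00141 to 0.480. Its median was 5.84, 5.85 and 5.00 without Sham replicates 1 to 3, 6.08 without injured *VEGFR3 fl/fl* replicate 3 and 5.51, 5.51 and 5.51 without replicates 1 to 3 labelled *VEGFR3 iLECko*. Erythrocytes passed after injury under fgsea (adjusted p = 0.00313) and with the replicate block (adjusted p = 0.00771), in a range of 0.00313 to 0.688, with a median of -0.87 without Sham replicate 3. Skeletal muscle had a median of 0.61 without injured *VEGFR3 fl/fl* replicate 3. Corneal epithelium passed under fry (adjusted p = 0.0421), under fgsea (adjusted p = 0.0168) and without Sham replicate 3 (median -3.01, adjusted p = 0.00361, in a range of 0.00361 to 0.590). Medians between the injured groups were 0.33 (camera adjusted p = 0.104) for iris smooth muscle, -0.71 (camera adjusted p = 0.149) for lens fibers, -1.34 (camera adjusted p = 0.0589) for corneal epithelium, -0.50 (camera adjusted p = 0.155) for skeletal muscle, 0.81 (camera adjusted p = 0.102) for erythrocytes and 0.25 (camera adjusted p = 0.273) for proliferation. Skeletal muscle passed there under fry (adjusted p = 0.0214) and fgsea (adjusted p = 0.0209), in a range of 0.0209 to 0.329, with a median of -0.79 without replicate 2 labelled *VEGFR3 iLECko*. Iris smooth muscle passed under fgsea (adjusted p = 0.0383), without injured *VEGFR3 fl/fl* replicate 2 (adjusted p = 0.000976) and without replicate 2 labelled *VEGFR3 iLECko* (adjusted p = 0.00891), in a range of 0.000976 to 0.694, and its median was 0.17 without injured *VEGFR3 fl/fl* replicate 1 and 0.14 without replicate 3 labelled *VEGFR3 iLECko*. Erythrocytes passed with the replicate block (adjusted p = 2.62e-05), under fgsea (adjusted p = 0.00182), without injured *VEGFR3 fl/fl* replicate 3 (adjusted p = 0.0237) and without replicate 2 labelled *VEGFR3 iLECko* (adjusted p = 0.00389), in a range of 2.62e-05 to 0.711, with a median of 0.086 without replicate 3 labelled *VEGFR3 iLECko*. The lens fiber list passed with the replicate block (adjusted p = 0.0256), under fgsea (adjusted p = 0.00812), under the approximate TPM filter (median -3.20, adjusted p = 0.00469) and in every fit without 1 library except that without injured *VEGFR3 fl/fl* replicate 2, with adjusted p of 0.00737, 0.00933 and 0.00595 without Sham replicates 1 to 3 and medians of -2.62 without Sham replicate 1, -3.02 without injured *VEGFR3 fl/fl* replicate 3 and -2.44 without replicate 2 labelled *VEGFR3 iLECko*, in a range of 0.000686 to 0.417. Corneal epithelium genes passed under fgsea (adjusted p = 0.00161), with the replicate block (adjusted p = 0.0410), with library size only (adjusted p = 0.0188), with the Y-linked covariate (median -3.02, adjusted p = 3.28e-06) and without Sham replicates 1 and 3 and injured *VEGFR3 fl/fl* replicate 1 (adjusted p = 0.0400, 0.0398 and 0.0334), in a range of 3.28e-06 to 0.396. Proliferation passed under fgsea (adjusted p = 0.0439) and without injured *VEGFR3 fl/fl* replicate 2 (median 0.61, adjusted p = 0.0259, in a range of 0.0259 to 0.795) and had a median of -0.10 without replicate 1. Conjunctival goblet cell genes had 0 tested members.

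In the simulated data sets in which the effects of the libraries labelled *VEGFR3 iLECko* were moved to other genes, a mean of 24.1% of the downregulated DEGs were upregulated after injury, against 98.6% observed. In those without a difference between the injured groups it was 85.7% of a mean of 0.350 downregulated DEGs, too few to compare with the observed share. Of the 70 genes with the strongest decrease there, at most 42 were upregulated after injury, against 69 of the 70 downregulated DEGs observed. Across genes, which are not independent replicates, the correlation between the log2 fold changes of both comparisons was -0.28, against -0.13 to -0.074 in simulated data without a difference between the injured groups. Each gene was drawn independently, so a shift common to many genes of the shared libraries was not simulated. These values argue against the shared libraries as the whole cause of the overlap only where genes vary independently. They do not tell an effect of genotype from other differences between the injured groups.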
